# Cell type-specific network analysis in Diversity Outbred mice identifies genes potentially responsible for human bone mineral density GWAS associations

**DOI:** 10.7554/eLife.100832

**Published:** 2026-03-11

**Authors:** Luke J Dillard, Gina Calabrese, Larry Mesner, Charles Farber

**Keywords:** osteoblast, osteocyte, osteoporosis, stromal cells, mesenchymal stem cells, Human, Mouse

## Abstract

Genome-wide association studies (GWASs) have identified many sources of genetic variation associated with bone mineral density (BMD), a clinical predictor of fracture risk and osteoporosis. Aside from the identification of causal genes, other difficult challenges to informing GWAS include characterizing the roles of predicted causal genes in disease and providing additional functional context, such as the cell-type predictions or biological pathways in which causal genes operate. Leveraging single-cell transcriptomics (scRNA-seq) can assist in informing BMD GWAS by linking disease-associated variants to genes and providing a cell-type context for which these causal genes drive disease. Here, we use large-scale scRNA-seq data from bone marrow-derived stromal cells cultured under osteogenic conditions (BMSC-OBs) from Diversity Outbred (DO) mice to generate cell type-specific networks and contextualize BMD GWAS-implicated genes. Using trajectories inferred from the scRNA-seq data that map cell state transitions, we identify networks enriched with genes that exhibit the most dynamic changes in expression across trajectories. We discover 21 network driver genes, which are likely to be causal for human BMD GWAS associations that colocalize with expression/splicing quantitative trait loci (eQTLs/sQTLs). These driver genes, including *Fgfrl1* and *Tpx2,* along with their associated networks, are predicted to be novel regulators of BMD via their roles in the differentiation of mesenchymal lineage cells. In this work, we showcase the use of single-cell transcriptomics from mouse bone-relevant cells to inform human BMD GWAS and prioritize genetic targets with potential causal roles in the development of osteoporosis.

## Introduction

Osteoporosis is a complex disease characterized by low bone mineral density (BMD), bone fragility, and an increased risk of fracture (Lin and Lane, 2004). BMD, a highly heritable trait, is one of the most important clinical predictors of osteoporotic fracture (Peacock et al., 2002; Johnell et al., 2005). Increasing our understanding of the genetic basis of BMD is critical for the development of approaches for the treatment and prevention of osteoporosis. In recent years, genome-wide association studies (GWAS) have made great progress in unraveling BMD genetics by identifying over 1100 independent associations (Morris et al., 2019). Now the challenge lies in pinpointing causal genes, which is necessary for the translation of genetic findings into novel therapies.

A number of approaches exist to identify genes responsible for GWAS associations (Cookson et al., 2009; Wen et al., 2017; Al-Barghouthi et al., 2022; Li and Ritchie, 2021). Most rely on population-based ‘-omics’ data (Akiyama, 2021), which are scarce for human bone, to connect associations to causal genes. Our group has used co-expression networks generated from mouse bone transcriptomic datasets to assist in the identification of genes likely responsible for BMD associations. One significant advantage of this approach is its ability to utilize the network connections of candidate genes to predict how these candidate genes may affect BMD. For example, we generated co-expression networks from bone tissue and primary osteoblasts in mouse genetic reference populations and identified multiple co-expression modules enriched with genes located in BMD associations (Calabrese et al., 2017; Sabik et al., 2020). We then cross-referenced genes in these modules with those regulated by colocalizing expression quantitative trait loci (eQTLs) from the Gene-Tissue Expression project (GTEx) (GTEx Consortium, 2013; Aguet et al., 2020) to identify ‘high-priority’ genes. Recently, we expanded our analyses to include directed networks generated via a Bayesian approach using cortical bone RNA-seq data from 192 Diversity Outbred (DO) mice. By combining key driver analysis and GTEx eQTL colocalization data, we identified 19 novel genes, such as *SERTAD4* and *GLT8D2*, which are likely causal for human BMD GWAS associations (Al-Barghouthi et al., 2021).

To date, our analyses have been reliant on networks generated from heterogeneous bulk transcriptomics (RNA-seq) datasets from mouse bone and primary bone cells. However, leveraging single-cell transcriptomics (scRNA-seq) data would offer the added benefit of resolving the transcriptomic profiles of discrete cell types. Additionally, using scRNA-seq data has the potential to provide context by predicting the specific cell types in which causal genes and their associated networks operate. In recent work, we demonstrated the utility of bone marrow-derived stromal cells cultured under osteogenic conditions (BMSC-OB) for the generation of population-scale scRNA-seq data on bone-relevant cell types (Dillard et al., 2023). The BMSC-OB model effectively enriches for mesenchymal lineage cells (e.g. mesenchymal progenitors, osteoblasts, osteocyte-like cells [Ocy]) that are highly relevant to the regulation of BMD.

In this work, our goal was to prioritize and contextualize genes implicated by BMD GWAS using an expanded large-scale (N=80) BMSC-OB scRNA-seq dataset on bone cell types. We accomplished this by first generating co-expression and Bayesian networks (Al-Barghouthi et al., 2021) for each BMSC-OB mesenchymal cell type. We subsequently prioritized networks based on their enrichment for genes exhibiting the most dynamic changes in expression across trajectories inferred from the scRNA-seq data, thus highlighting networks likely associated with the differentiation of BMSC-OBs. We then used these networks linked to osteogenic differentiation to prioritize genes with eQTLs and/or splicing quantitative trait loci (sQTLs) which colocalize with BMD GWAS associations (Al-Barghouthi et al., 2022; Abood et al., 2023). In doing so, this analysis provides additional support for a role of these genes in the regulation of BMD and highlights their potential roles in differentiation of cell types essential to skeletal health.

## Results

### BMSC-OBs derived from DO mice yield diverse cell types that are enriched for mesenchymal lineage cells

We cultured BMSCs from a total of 80 DO mice, a genetically diverse outbred mouse population (Bogue et al., 2015; Churchill et al., 2012) (N=75 from the current study and N=5 from Dillard et al., 2023; N* *= 49 male and N = 31 females). 

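Bone marrow-derived stromal cells (BMSCs) are the adherent cells that grow out of flushed marrow, and Diversity Outbred (DO) mice are outbred descendants of several inbred founder strains. After osteogenic differentiation, cells of 4 or 5 mice were pooled, and each pool was loaded as a single sample for droplet-based single-cell RNA-seq (scRNA-seq), in which each droplet carries a barcode and each captured transcript a unique molecular identifier (UMI). The samples analysed here were 16 pools of cells from 77 mice, 75 of which the paper kept, and each pool was sequenced in 2 runs, giving 32 samples; the 5 mice of the earlier study are not analysed here. The authors processed the reads with Cell Ranger 5.0.0 against the GRCm38 genome and deposited, for each sample, the UMI count of each gene in each barcode that Cell Ranger called a cell, without normalization and before the cell filters of the Materials and methods. In run 1, a pool had between 3460 and 9429 barcodes with a median of 6916, and between 53990642 and 100777353 UMIs in total with a median of 80457309.5. In run 2, the total was between 55696526 and 101140458 UMIs per pool with a median of 83830943.5. Of the 107853 barcodes of run 1, 105910 (98.2%) were also called in run 2 of the same pool, with the lowest share in pool 13 (84.5%) and the highest share at 99.8%. Across the droplets of a pool, the log UMI counts of both runs had a Pearson correlation of 0.9998 to 0.9999. Both runs were therefore taken as repeat sequencing of the same droplets, and each droplet was counted once, with its counts from run 1. The assignment of cells to mice, which the authors made from allele calls, is not used here, so the pool is the replicate and differences between the mice of a pool are averaged. Cells were kept with 400 to 6200 detected genes, at most 10% mitochondrial UMIs, at most 20% *Rpl* UMIs and at most 15% *Rps* UMIs; the paper states the limits of 400 and 6200 in reads, and the files hold UMI counts. Median UMI counts per kept cell were between 2688 (pool 13) and 14880.5 (pool 5), with a median over pools of 9864.5, a value that the mix of cells in a pool also sets. Doublets were called from a score against simulated doublets, because the paper's Souporcell step needs reads and genotypes, and the called droplets were removed. The remaining cells were clustered with the settings of the Materials and methods (3000 variable features, cell-cycle scores regressed out, 15 principal components (PCs), 20 nearest neighbors and Louvain resolution 0.5). The genes tested in the text were left out of the variable features, so that the clusters were not made from them. Osteogenic clusters were clustered once more on their own, a step chosen after the clusters were seen, and clusters were called "X-like" from marker genes fixed before the data were examined, by a rule that was adjusted after clusters had been seen. For differential expression, UMI counts were summed per pool and class and tested with edgeR's quasi-likelihood test with the pool as a block, with pools of at least 20 cells in both classes. The classes were built from the same cells that were then compared, which raises the number of genes past the threshold.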

We cultured BMSCs under osteogenic conditions and subsequently performed scRNA-seq, as described in Dillard et al., 2023. After stringent processing and quality control (Materials and methods), the dataset consisted of 21,831 expressed genes across 139,392 cells. 

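In the 16 pools, 88909 of the 107853 barcodes of run 1 passed the filters, a mean of 5557 ± 1291 cells per pool (SD, n = 16 pools), and 22723 genes were detected in at least 3 of these cells. Taking the second run in its place gave 89210 cells and 22766 genes. Counting the barcodes of both runs as separate cells gave 178119 cells and 23819 genes. The choice that lowered the numbers most was applying the limits of 400 and 6200 to UMI counts, which kept 37850 cells and 18902 genes. Removing a cell only where it failed both ribosomal limits kept 90010 cells. Of the 88909 droplets, 5003 (5.63%) were called doublets and removed, which left 83906 cells and 22576 genes. As a check on the calls, 695 droplets had at least 2 UMIs of *Xist* and at least 2 of Y-chromosome genes. A single cell should not have both, unless free RNA adds them. Of these droplets, 296 (42.6%) were among the called doublets.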

We manually annotated 15 clusters ranging in size from 270 to 27,291 cells and identified cell types of the mesenchymal lineage, as well as various other cell types (Figure 1A, Supplementary file 1a, Figure 1—figure supplement 1).

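Clustering of the 83906 cells gave 21 clusters, and 27 after the osteogenic cells were clustered once more. Under the alternative settings with that second step the final number was between 22 (second step at 0.3, a setting chosen after seeing the data) and 37 (resolution 0.8). Of the 27 clusters, 20 took the name of a class from the fixed markers and 7 stayed unnamed. These made up 12 classes, namely LMP-, OBP-, OB1-, OB2-, Ocy-, MALP-, macrophage-, monocyte-, granulocyte-, T-cell-, B-cell- and osteoclast-like cells. The classes other than mesenchymal ones were small, with 3538 macrophage-like, 2131 monocyte-like, 1459 granulocyte-like, 961 T-cell-like, 792 osteoclast-like and 287 B-cell-like cells. These numbers depend on the settings. Macrophage-like cells numbered between 2083 (limits on UMI counts) and 9432 (tested genes among the variable features). No monocyte-like class was found in the latter setting, with doublets kept, without cell-cycle regression or for run 2. A cluster of 202 cells with *Cdh5* and *Emcn* among its leading genes stayed unnamed, since it scored highest for glial markers. It was endothelial-like before the osteogenic cells were clustered once more. Unnamed clusters held 32.2% ± 16.4 of the cells of a pool (SD, n = 16 pools). The largest of them, a shallow cluster of 12204 cells with a median of 1333.5 UMIs per cell, held 13.2% ± 10.4 of the cells of a pool. Another, with 5009 cells, had 81.1% of its cells in pool 13. One cluster of 2525 LMP-like cells was led by cell-cycle genes (*Cdk1*, *Rrm2*, *Pclaf*), although cell-cycle scores had been regressed out.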

**Figure 1.**
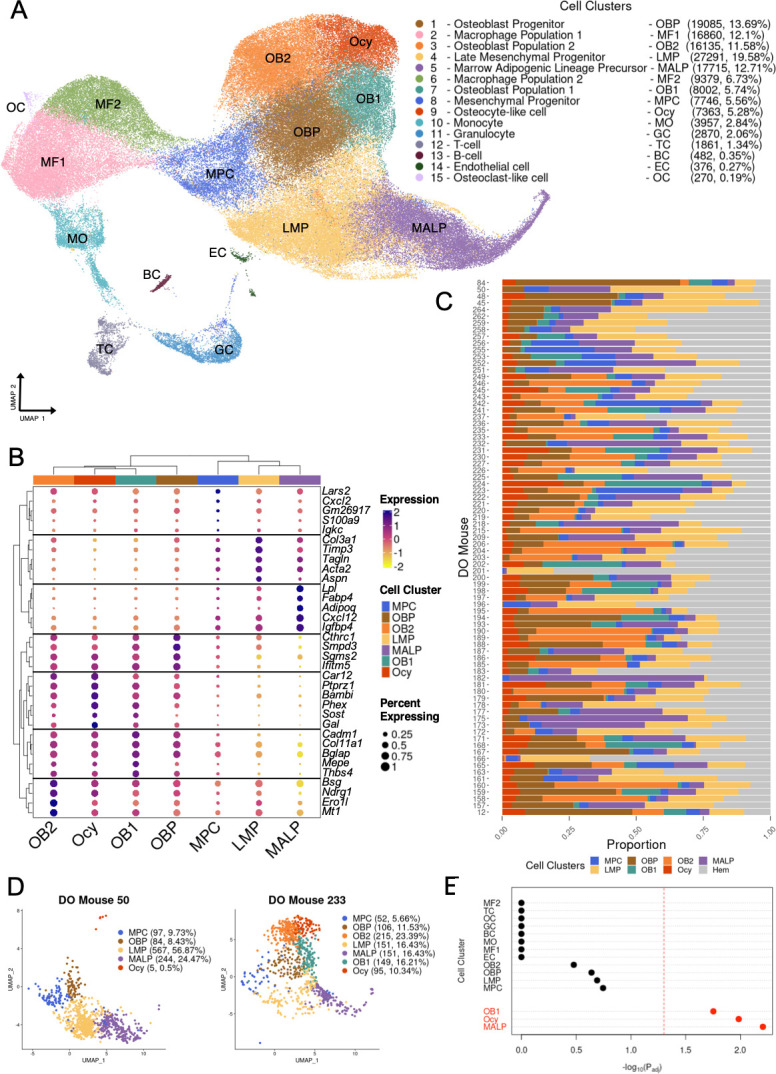
Analysis of single-cell RNA-seq (scRNA-seq) data for bone marrow-derived stromal cells cultured under osteogenic conditions (BMSC-OBs) derived from 80 Diversity Outbred (DO). (**A**) Uniform Manifold Approximation and Projection (UMAP) of 139,392 single cells (BMSC-OBs). Cell numbers and corresponding percentages for the fifteen (15) annotated cell clusters are listed in parenthesis to the right of the annotated cluster name. (**B**) Dot plot (Marsh et al., 2023) portraying representative and highly expressed genes for all annotated cell clusters. Dot color indicates the scaled gene expression while the size of the dot corresponds to the percentage of cells of a given cluster that express a given gene. (**C**) The raw proportional abundances of seven (7) mesenchymal cell clusters and one (1) cluster (Hem) representing the remaining cells (i.e. mainly hematopoietic immune cells) across all 80 DO mice. (**D**) UMAP plots for mesenchymal lineage cell clusters for DO mouse 50 and DO mouse 233. (**E**) CELLECT (CELL-type Expression-specific integration for Complex Traits) cell-type prioritization results displaying the Bonferroni adjusted p-values for the cell clusters. The OB1, Ocy, and marrow adipogenic lineage progenitor (MALP) cell clusters (red) were significantly enriched (p_adj_<0.05, red dashed line) for BMD heritability (p_adj_ = 0.018, 0.010, 0.006, respectively).

**Figure 1—figure supplement 1.**
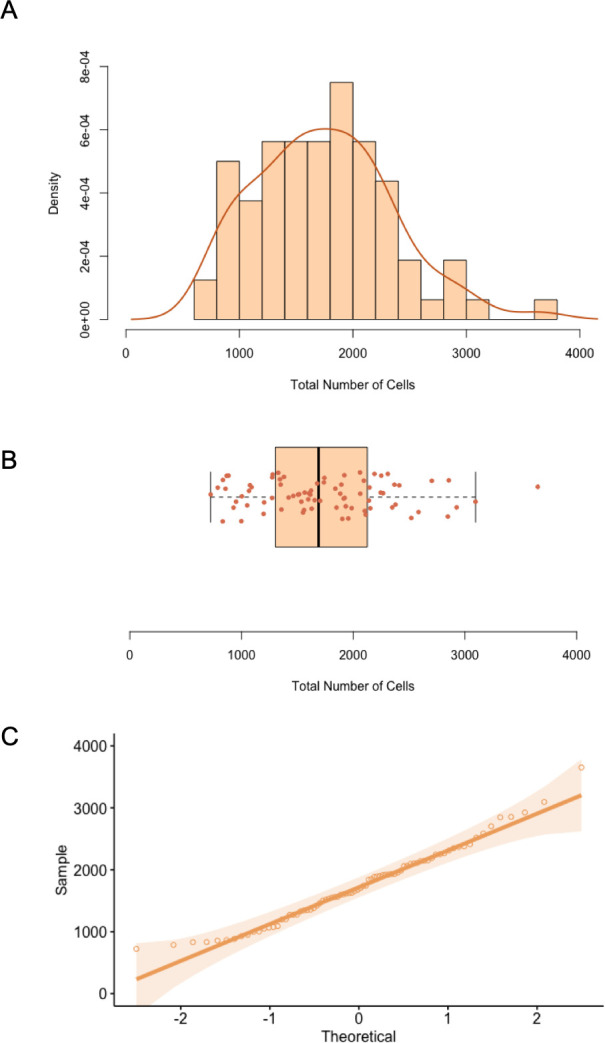
Plots displaying the distribution of the total number of cells from each mouse (N=80). (**A**) Density plot portraying the distribution of the total number of cells from each mouse after processing of the single-cell RNA-seq (scRNA-seq) data. (**B**) Boxplot displaying the distribution of the total number of cells for each mouse (Min: 723, 1st Qu: 1316, median: 1690, mean: 1742, 3rd Qu: 2118, Max: 3652). (**C**) Quantile-quantile plot (Q-Q plot) with 95% confidence interval. Shapiro-Wilk normality test: p-value = 0.1061; W=0.97425.

Based on our prior BMSC-OB scRNA-seq study (Dillard et al., 2023), we expected to identify a large proportion of mesenchymal cells and a smaller fraction of non-mesenchymal cell types. Consistent with this hypothesis, clusters associated with mesenchymal lineages accounted for 74.1% of all cells (Figure 1A). These included mesenchymal progenitor cells (MPCs), late mesenchymal progenitors (LMPs), osteoblast progenitors (OBPs), two mature osteoblast populations (OB1 and OB2), Ocy, and marrow adipogenic lineage progenitors (MALPs). 

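Cells of the 6 mesenchymal classes found (LMP-, OBP-, OB1-, OB2-, Ocy- and MALP-like) made up 54.8% of the 83906 cells, or 56.1% ± 14.3 as a mean over pools (SD, n = 16 pools). Unnamed clusters were put on a side by their level of collagen genes (*Col1a2*, *Col3a1*) and leukocyte genes (*Ptprc*, *Tyrobp*) relative to the other clusters. Those with collagen genes above average and above the leukocyte genes held a further 21.6% of all cells. This relative rule does not require leukocyte genes to be absent. Of these clusters, that of 817 cells was closest to granulocyte markers and that of 75 cells to B-cell markers. With these included, 64069 cells (76.4%) were on the mesenchymal side, a mean of 75.5% ± 9.75 over pools, from 58.1% in pool 8 to 92.5% in pool 13. Unnamed clusters on the leukocyte side held 12.5% of all cells and an unnamed cluster on neither side held 0.24%. The paper's reported share is 74.1%, over a population of cells that also included the 5 earlier mice and a different doublet step. Clustering again with other settings moved the mean over pools by less than its SD, with a lowest value of 72.9% at resolution 0.8. The largest change came from applying the limits of 400 and 6200 to UMI counts, which lowered the mean to 53.1% ± 20.8 (SD, n = 16 pools).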

The non-mesenchymal cell types observed included macrophages, monocytes, granulocytes, T-cells, B-cells, endothelial cells, and osteoclast-like cells (Figure 1A). With regard to the mesenchymal cell types, the only differences in cell clusters relative to our previous report (Dillard et al., 2023) were the presence of MPCs and two mature osteoblast clusters. Upon comparing the two distinct osteoblast clusters, OB1 and OB2 (Figure 1A), both clusters had ubiquitous expression of genes associated with mature osteoblasts (e.g. *Col1a1*, *Bglap, Sparc*, and *Ibsp*) (Supplementary file 1a) while many of the ‘canonical’ osteoblast markers were more highly expressed in OB1 compared to OB2 (Supplementary file 1b). 

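The genes named for both osteoblast clusters were compared between OB1-like cells (6098) and OB2-like cells (7011) in the 14 pools with enough cells of both classes. *Col1a1* (ENSMUSG00000001506), on chromosome 11 of GRCm38 from 94936224 to 94953042, had 47190 ± 3610 CPM (UMI counts scaled to the same total in every pool and class) in OB1-like and 40430 ± 3420 in OB2-like cells (SD, n = 14 pools). Its log2 fold change was 0.22 (standard error 0.05, adjusted p = 0.000849 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it was higher in OB1-like cells in 14 of 14 pools. *Bglap* (ENSMUSG00000074483), on chromosome 3 from 88383501 to 88384464, had 16740 ± 4740 CPM in OB1-like and 6758 ± 3770 in OB2-like cells, a log2 fold change of 1.48 (standard error 0.241, adjusted p = 2.62e-05 from the same edgeR test; 14 of 14 pools). The level of *Bglap* is uncertain, since *Bglap2* and *Bglap3* are near-identical copies between which reads can be split, and both copies were markers of the OB1-like class. *Sparc* (ENSMUSG00000018593), on chromosome 11 from 55394500 to 55423183, had a log2 fold change of 0.29 (standard error 0.045, adjusted p = 1.2e-05 from the edgeR test; 14 of 14 pools). For *Ibsp* (ENSMUSG00000029306), on chromosome 5 from 104299171 to 104311469, the log2 fold change was 0.39 (standard error 0.084, adjusted p = 0.000507 from the edgeR test), higher in OB1-like cells in 12 of 14 pools. *Ibsp* alone took 93890 ± 14600 CPM in OB1-like and 71940 ± 16100 in OB2-like cells, so a few genes held a large part of the counts. Of the alternative settings, resolution 0.8 moved *Bglap* most, to 2.23, and all 4 genes stayed higher in OB1-like cells and past the threshold under each alternative that has this class. With the other settings unchanged, but without the second clustering of osteogenic cells or with it at 0.3, no cluster took the name OB1-like and the comparison could not be made.

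To compare the share of cells with a UMI at equal depth, each cell was thinned to 4000 UMIs. After thinning, *Bglap* was found in 96.4% ± 2.64 of OB1-like cells (16 pools) and 88.1% ± 7.95 of OB2-like cells (14 pools), against 99.4% and 97.4% without thinning, and *Col1a1*, *Sparc* and *Ibsp* in at least 99.99% of the cells of both classes. Median depths were 20328.5 and 18114 UMIs per cell, and 67 OB1-like and 304 OB2-like cells were too shallow to thin. In T-cell-like cells, which should lack these transcripts, the thinned shares were 92.1% ± 6.51 for *Col1a1*, 73.8% ± 15.9 for *Sparc*, 94.4% ± 6.47 for *Ibsp* and 42.6% ± 9.59 for *Bglap* (6 pools; median depth 2893 UMIs, 613 cells too shallow), against 88.1%, 79.7%, 94.9% and 48.7% without thinning. Shares at the level of T-cell-like cells are read as background from free RNA, which for *Col1a1* and *Ibsp* leaves little room above it. Across all genes, 7001 of 11268 tested genes differed between OB1-like and OB2-like cells at an adjusted p of at most 0.05 from the edgeR test, 3513 higher and 3488 lower in OB1-like cells. Of the 936 genes of Supplementary file 1b, 935 were tested, and 933 (99.8%) had the sign the paper gives. Part of the markers of both classes had been taken from that list. Leaving the markers out, 906 of 907 genes had the paper's sign. The list was made from cells of these same mice, and the classes were named with genes from it. Genes that vary together with those markers then tend to have the paper's sign, so this is no independent evidence.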

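For mesenchymal progenitor cells (MPCs), the 5 genes shown for that cluster in Figure 1B (*Lars2*, *Cxcl2*, *Gm26917*, *S100a9* and *Igkc*) were fixed as markers before the data were examined. No cluster took the name MPC-like, here or under the alternatives. The naming rule, unlike the markers, was adjusted after clusters had been seen, so this absence rests in part on that rule. The levels of the 5 genes were compared between LMP-like cells and the shallow unnamed cluster, the largest cluster with collagen genes. *Lars2* had 528.7 ± 364 CPM in that cluster and 106.5 ± 50.4 CPM in LMP-like cells of the same pools (SD, n = 16 pools), and was higher in the shallow cluster in 16 of 16 pools. *Gm26917* was likewise higher in 16 of 16 pools, *Cxcl2* and *S100a9* in 15 of 16 and *Igkc* in 12 of 16. The spread between pools was as large as the mean or larger for *Gm26917* (639 ± 1260 CPM), *S100a9* (144.9 ± 202 CPM) and *Igkc* (230.1 ± 411 CPM). Median depth was 1333.5 UMIs per cell in the shallow cluster and 19451 in LMP-like cells. The same number of free transcripts per droplet would thus give a higher CPM in the shallow cluster. For *S100a8* and *S100a9*, UMIs per droplet had a median ratio over pools of 0.74 (shallow cluster over LMP-like cells). A higher CPM alone therefore does not show expression by the cells of the shallow cluster.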

Interestingly, MPCs did not have transcriptomic profiles similar to other MPCs previously identified by our group or others (Dillard et al., 2023; Zhong et al., 2020). All other mesenchymal cell types demonstrated specific expression of canonical marker genes (Figure 1A and B).

We next assessed the variability in cell-type frequencies across DO mice by quantifying the proportions of each annotated mesenchymal cell type. All other clusters, which mainly consisted of immune cells of hematopoietic origin, were aggregated into one group (Hem) for each mouse. 

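Shares of the mesenchymal classes were computed for each pool. LMP-like cells made up 16.2% ± 6.27 of the cells of a pool (SD, n = 16 pools), from 3.21% in pool 13 to 32.3% in pool 10. For OBP-like cells the share was 6.70% ± 3.18, from 1.53% in pool 13 to 13.1% in pool 14, and for Ocy-like cells 4.92% ± 2.22, from 1.93% in pool 1 to 9.41% in pool 3. The MALP-like share was 11.8% ± 5.23, from 4.25% in pool 13 to 22.7% in pool 6. These means depend on the clustering. When cells were clustered again, the mean MALP-like share lay between 6.14% (resolution 0.8) and 12.5% (tested genes among the variable features). The mean Ocy-like share lay between 4.45% (doublets kept) and 12.15% (osteogenic sub-clusters at 0.3). For OB2-like cells it lay between 4.87% (no cell-cycle regression) and 11.8% (doublets kept). Counting error for the cells of a pool would give an SD of 0.524 percentage points for LMP-like and 0.308 for Ocy-like cells. Over all 13 groups of cells, unnamed ones included, the chi-square of pools by class was 155 times its 180 degrees of freedom, where counting error alone gives about 1. Counting error covers the sampling of cells only, so an excess over it is no test of differences between mice: separate pools can also differ in culture and preparation, and each pool was loaded as a single sample, so these sources are not separated here. This ratio stayed between 143 (30 PCs) and 189 (resolution 0.8) when cells were clustered again, and was 58.9 with the limits applied to UMI counts. In pool 13, a single unnamed cluster held 60.3% of the cells.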

We observed high variability in the raw proportional abundances of cell types derived from each mouse (Figure 1C, Supplementary file 1c). For example, the proportions of osteoblasts (OB1 and OB2) varied significantly among individual DO mice (Figure 1D). 

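OB1-like cells made up 7.52% ± 4.32 of the cells of a pool (SD, n = 16 pools), from 1.53% in pool 13 to 15.6% in pool 8. The OB2-like share was 8.95% ± 6.24 and ranged further. In pool 2 it was 2 of 6067 cells (0.033%, exact 95% binomial confidence interval 0.004% to 0.119%), and in pool 5 it was 861 of 4512 cells (19.1%, interval 17.9% to 20.3%). These intervals cover counting error only.

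**Figure D1:**
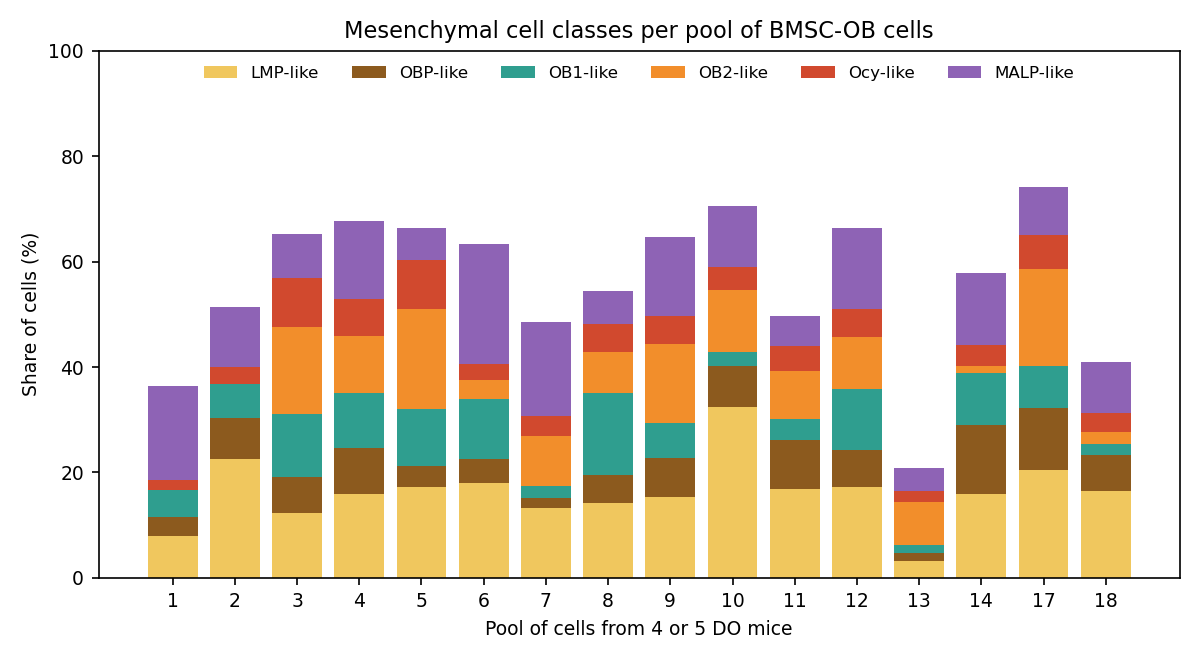
Share of cells (%) in each of the 6 mesenchymal classes, as stacked bars for each of the 16 pools of cells from 4 or 5 DO mice; the rest of each pool up to 100% is other and unnamed cells. The OB2-like part ranges from 0.033% in pool 2 to 19.1% in pool 5.

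The per-mouse proportions of Supplementary file 1c were averaged over the mice of each pool and compared with the shares of the pools. The copy used here lacks 32 of its columns and holds 48 mice, which complete 10 pools. Both sides are shares of cells of the same pools, and the mesenchymal classes here were named from the paper's own markers. A relation was therefore likely from the start, and the tests measure how far both annotations match, not independent evidence. For pool 13, the mean over mice leaves out a mouse whose cells are counted here. Over these 10 pools, the OB1 values had a Pearson r of 0.958 (p = 1e-05, the smallest that 100000 permutations can give; Benjamini-Hochberg adjusted p = 7e-05) and a Spearman rho of 0.927 (permutation p = 0.0004, adjusted p = 0.0014). Without the 2 pools farthest from the median, r was 0.969. The OB2 values had an r of 0.765 (permutation p = 0.00933, adjusted p = 0.0131) and a rho of 0.709 (permutation p = 0.027, adjusted p = 0.0378), and an r of 0.594 without the 2 farthest pools. Of the 7 relations in this family, those for LMP (r = 0.837, and 0.548 without the 2 farthest pools), OBP (0.901 and 0.98) and the whole mesenchymal side (0.829 and 0.869) also passed the adjusted threshold. The relation for MALP (r = 0.623, adjusted permutation p = 0.0661; r = 0.974 without pools 7 and 13) and that for Ocy (r = 0.157, adjusted permutation p = 0.661; r = 0.493 without pools 13 and 17) did not, so which relations pass rests in part on single pools. By Pearson r, the OB2 relation lost the threshold under 3 alternatives, with the lowest r of 0.592 without cell-cycle regression. By Spearman rho, the OB1 and LMP relations also lost it under some alternatives. Tests were two-sided. The classes here were rebuilt from the counts, and the mean over these pools of the paper's mice was 4.58% for OB1 and 13.3% for OB2, against 6.41% and 9.32% here over cells that passed a different doublet step.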

All mice used in the current experiment had been extensively phenotyped for a wide range of bone traits (microCT, histomorphometry, biomechanical bone properties, etc.) as part of a previous genetic analysis of bone strength (Al-Barghouthi et al., 2021). We correlated cell-type frequencies with bone traits; however, none of the cell-type proportions were strongly correlated with any bone trait (Supplementary file 1d and e).

### Mesenchymal lineage cells are enriched in BMD heritability

The primary goal of this work was to prioritize and contextualize genes implicated by BMD GWAS. As a first step toward this goal, we sought to determine which cell types were the most relevant to the genetics of BMD. Using the BMD GWAS and the BMSC-OB scRNA-seq data, we performed a CELLECT (Timshel et al., 2020) cell-type prioritization analysis to identify cell clusters enriched for BMD heritability. We observed that OB1, Ocy, and MALP cell clusters were significantly enriched (p_adj_<0.05, red dashed line) for BMD heritability (p_adj_=0.018, 0.010, 0.006, respectively) (Figure 1E, Supplementary file 1f). None of the non-mesenchymal cells identified were significant (p_adj_>0.05) (Figure 1E). As a result, all downstream efforts focused solely on using data on mesenchymal cell types to inform GWAS.

### Generating mesenchymal cell type-specific Bayesian networks to inform BMD GWAS

We have previously shown that network-based approaches using bulk RNA-seq are powerful tools for the identification of putative causal genes from BMD GWAS data (Calabrese et al., 2017; Sabik et al., 2020; Al-Barghouthi et al., 2021). Here, our goal was to apply these same approaches using the BMSC-OB scRNA-seq data to prioritize and contextualize genes we previously identified as having a colocalizing eQTL (N=512) or sQTL (N=732) in a tissue from the GTEx project (Al-Barghouthi et al., 2022; Aguet et al., 2020; Abood et al., 2023). Genes identified in each study (or both) yielded a list of high-priority target genes (N=1037). While GTEx does not currently contain data for bone tissue, eQTL can be shared across many tissues and may exert their effects in cell types resident to bone (GTEx Consortium, 2017). Therefore, utilizing our previous work, we hypothesized that generating cell type-specific networks would yield more biologically relevant representations of processes occurring within particular mesenchymal cell types. Additionally, by integrating GWAS, cell type-specific networks, and dynamic gene expression as a function of differentiation, we anticipated we would identify points of intervention in which genetic variation impacts genes involved in the differentiation process.

Our network analysis begins by partitioning genes into groups based on co-expression by applying iterative weighted gene co-expression network analysis (iterativeWGCNA) (Greenfest-Allen et al., 2017) to each mesenchymal cell type (Step 1, Figure 2). In total, 535 modules were identified from the BMSC-OB scRNA-seq data, and the number of modules identified for each mesenchymal cell cluster ranged from 26 to 153 with an average of 76 modules per cluster (Supplementary file 1g and h). We sought to infer causal relationships between genes in each cell type-specific co-expression module and subsequently identify networks involved in processes relevant to BMSC-OB differentiation. To this end, we generated Bayesian networks for each co-expression module, thus enabling us to model directed interactions between co-expressed genes based on conditional independence (Al-Barghouthi et al., 2021) (Step 2, Figure 2).

**Figure 2.**
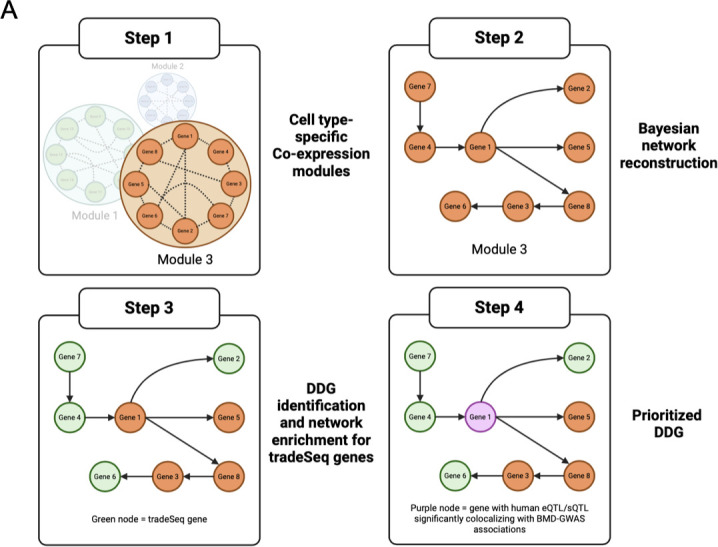
Overview of the network analysis pipeline. Step 1: For all seven (7) of the mesenchymal lineage cell clusters (mesenchymal progenitor cell [MPC], late mesenchymal progenitors [LMP], osteoblast progenitor [OBP], OB1, OB2, osteocyte-like cell [Ocy], marrow adipogenic lineage progenitor [MALP]), cell type-specific co-expression modules were generated using iterative Weighted Gene Co-expression Network Analysis (iterativeWGCNA). Step 2: Bayesian networks were learned to generate directed networks and model causal interactions between co-expressed genes. Step 3: Differentiation driver genes (DDGs) were identified by extracting subnetworks (i.e. large three-step neighborhood) for each gene in each cell type-specific Bayesian network and highlighting those subnetworks that were enriched (p_adj_<0.05) for trajectory-specific tradeSeq genes for the cell-type boundary. Step 4: DDGs (and associated networks) were prioritized if the DDG was identified previously as an expression/splicing quantitative trait loci (eQTLs/sQTLs) that colocalized with BMD genome-wide association studies (GWAS) associations. Created with Biorender.com.

**Figure 2—figure supplement 1.**
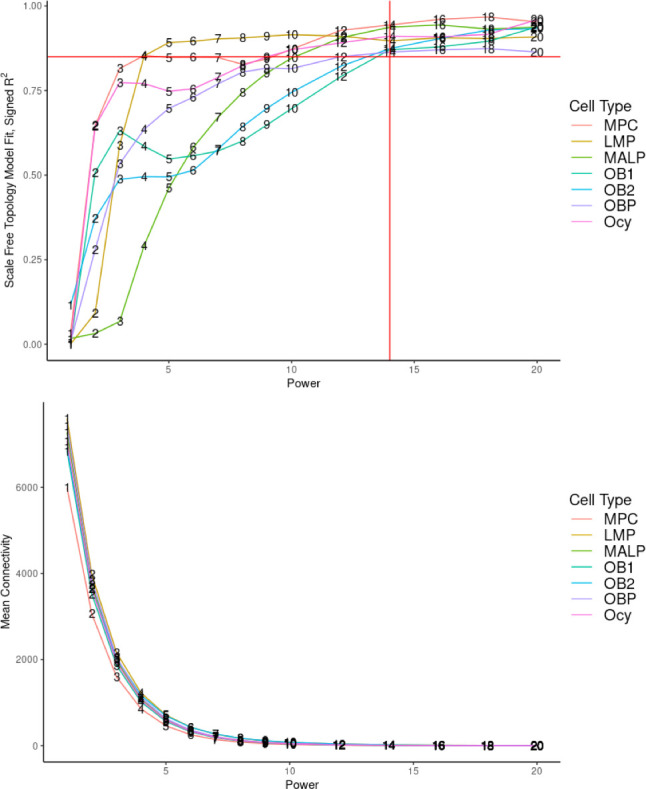
Scale-free topology and mean connectivity graphs for the cell type-specific iterative Weighted Gene Co-expression Network Analysis (iterativeWGCNA). A soft thresholding power of 14 was selected for the generation of all co-expression modules for all clusters, which was the point at which R2 exceeded a threshold of 0.85.

### Identifying putative drivers of mesenchymal cell differentiation

We hypothesized that many genes impacting BMD do so by influencing osteogenic differentiation or possibly bone marrow adipogenic differentiation of key mesenchymal cell types, as suggested by the CELLECT analysis above. Therefore, the next step of our network analysis was to identify cell type-specific Bayesian networks enriched for genes potentially driving mesenchymal differentiation (Step 3, Figure 2). To accomplish this, we first performed a pseudotime trajectory analysis to infer paths of differentiation in the mesenchymal lineage cells. We resolved three pseudotime trajectories (two osteogenic, one adipogenic) originating from the MPC cell cluster and ending in either Ocy, OB2, or MALP cell fates (Figure 3A). It is important to note that given the identification of multiple skeletal stem cells (Chan et al., 2018; Mizuhashi et al., 2018; Debnath et al., 2018; Matsushita et al., 2020), we do not view these trajectories as lineages, but rather ‘differentiation paths’ (progenitor to mature and/or terminally differentiated cells) that are likely traversed by different subsets of skeletal stem cells.

**Figure 3.**
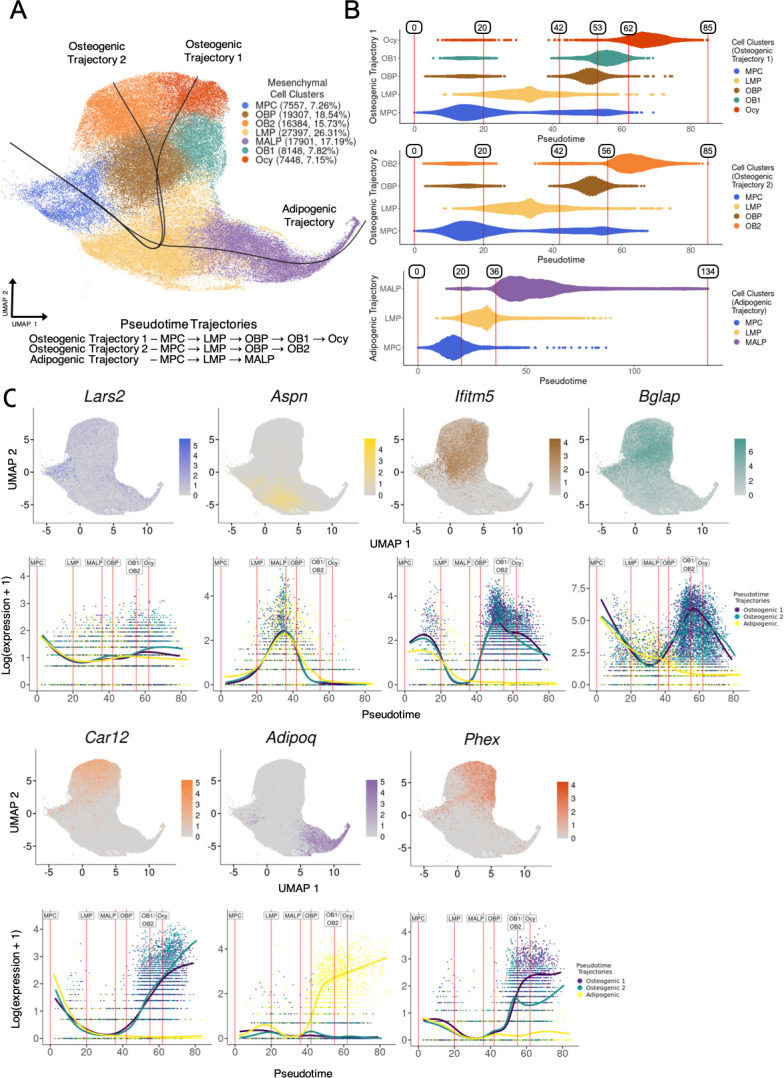
Pseudotime trajectory inference analysis and establishment of cell-type boundaries for tradeSeq analysis. (**A**) Three (3) trajectories (two adipogenic, one adipogenic) were inferred from the mesenchymal cell clusters of the bone marrow-derived stromal cells cultured under osteogenic condition (BMSC-OB) single-cell RNA-seq (scRNA-seq) data using Slingshot. All trajectories originate from the mesenchymal progenitor cell (MPC) and end in either osteogenic (osteocyte-like cells [Ocy], OB2) or adipogenic (marrow adipogenic lineage progenitor [MALP]) cell fates. (**B**) For each of the trajectories, cell-type boundaries were generated using pseudotime values along the trajectories, which encompass the majority of cells of a cell-type mapping to their respective trajectory. (**C**) Normalized gene expression of select genes associated with each cluster is represented in feature plots (*top*) and each gene plotted as a function of pseudotime (*bottom*) for all pseudotime trajectories (color corresponds to cell-type annotation observed throughout). Vertical lines (red) represent the cell-type (pseudotime) boundaries established for each cell type (label). The cell-type boundary for OB1 and OB2 is represented as one red line/label for visualization purposes.

To identify genes likely impacting BMSC-OB differentiation, we used tradeSeq to identify genes that exhibit dynamic changes in expression along pseudotime (Van den Berge et al., 2020). Prior to performing the tradeSeq analysis, we parsed the pseudotime trajectories into regions that encompass cells associated with each cell type along their respective trajectories (Figure 3B). We defined multiple cell-type boundaries (nine in total) using pseudotime values, which represent points along a trajectory. The tradeSeq analysis was performed for each boundary (Supplementary file 2a). For example, trajectories bifurcate in the LMP cell cluster (Figure 3A); therefore, cells belonging to the LMP cluster can map to adipogenic and/or osteogenic trajectories depending on their placement along pseudotime. Between a cell-type boundary, cells spanning a specific cluster (e.g. LMP) and mapping to a specific trajectory (e.g. osteogenic trajectory) are used as input to analyze gene expression between the start and end points of the cell-type boundary (e.g. LMP_to_OBP). We analyzed gene expression within the established cell-type boundaries for all trajectories and identified genes that exhibit the most significant differences in expression between the start and end points of the cell-type boundaries. The total number of significant trajectory-specific tradeSeq genes (p_adj_<0.05) ranged from 87 to 1697 across the nine cell-type boundaries (Supplementary file 2a and b–d). 

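Slingshot and tradeSeq were not run here. Classes at both ends of a cell-type boundary were compared instead. Between OBP-like and LMP-like cells (16 pools), 8983 of 12101 tested genes differed at an adjusted p of at most 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 4484 higher and 4499 lower in OBP-like cells. For MALP-like against LMP-like cells (16 pools) the number was 8935 of 12287, for OB1-like against OBP-like cells (16 pools) 7524 of 11189, and for OB2-like against OBP-like cells (14 pools) 7933 of 11300. Leaving out the pool block lowered the number for OB1-like against OBP-like cells to 6037, and leaving out the filter on low counts raised that for OBP-like against LMP-like cells to 10233. A difference between classes is not the same measure as a change along pseudotime within a boundary. Of the 1515 genes that Supplementary file 2c lists for the OBP_to_OB2 boundary, 1314 were tested between OB2-like and OBP-like cells, and 911 (69.3%) had the paper's sign, where unrelated signs would give 52.5%. Of these, 737 were past the threshold, and 252 genes were past it with the opposite sign. Across the listed genes, the Spearman rho between the paper's fold change and the one here was 0.303, and genes are not independent replicates. These values depend on the clustering. The share with the paper's sign was between 56.0% (tested genes kept among the variable features) and 70.2% under the alternatives, the rho between -0.013 (the same setting) and 0.315, and the number past the threshold with the opposite sign between 220 and 409.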

The expression of representative marker genes for all cell types as a function of pseudotime was consistent with boundaries defined for each cell type (Figure 3C).

We sought to identify tradeSeq genes that may have an associated eQTL and hypothesized that eQTLs that perturb their expression would also impact the proportion of cells at different stages along the cell trajectories. We performed a cell type-specific eQTL analysis for each mesenchymal cell type from the 80 DO mice scRNA-seq data. We identified 563 genes (eGenes) regulated by a significant *cis*-eQTL in specific cell types of the BMSC-OB scRNA-seq data. Despite being significantly underpowered for this analysis due to our relatively smaller sample size (N=80), we identified two cell type-specific eGenes where the genotype responsible for the *cis*-eQTL effect was also associated with cell-type proportions. The first of these genes was Pyruvate Kinase, muscle (*Pkm*), which was identified as a significant global tradeSeq gene (p_adj_=8.35 × 10^–8^; Supplementary file 2e) associated with the transition from LMPs to OBPs along an osteogenic trajectory (Figure 4A). Moreover, *Pkm* served as an eGene in the LMP cell cluster (LOD = 9.72; Figure 4B, Supplementary file 2f). 

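*Pkm* (ENSMUSG00000032294) lies on chromosome 9 of GRCm38 from 59656368 to 59679375 and encodes a pyruvate kinase, an enzyme of glycolysis. It had 1178 ± 229 CPM in OBP-like and 906.6 ± 203 CPM in LMP-like cells (SD, n = 16 pools). The log2 fold change was 0.70 (standard error 0.086, adjusted p = 2.42e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the CPM was higher in OBP-like cells in 13 of 16 pools. The fold change is on the scale of edgeR's TMM normalization and is larger than the ratio of the CPM means. Under the alternatives it stayed between 0.64 and 1.04 and past the threshold, with a highest adjusted p of 9.75e-06.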

Mice inheriting at least one PWK allele at this locus (N=15) demonstrated lower *Pkm* expression (Figure 4C) and a notable reduction in mature osteoblasts (OB1) and Ocy proportions (p=0.030 and p=0.026, respectively), while LMP proportions were unaffected (Figure 4D, Supplementary file 2g).

**Figure 4.**
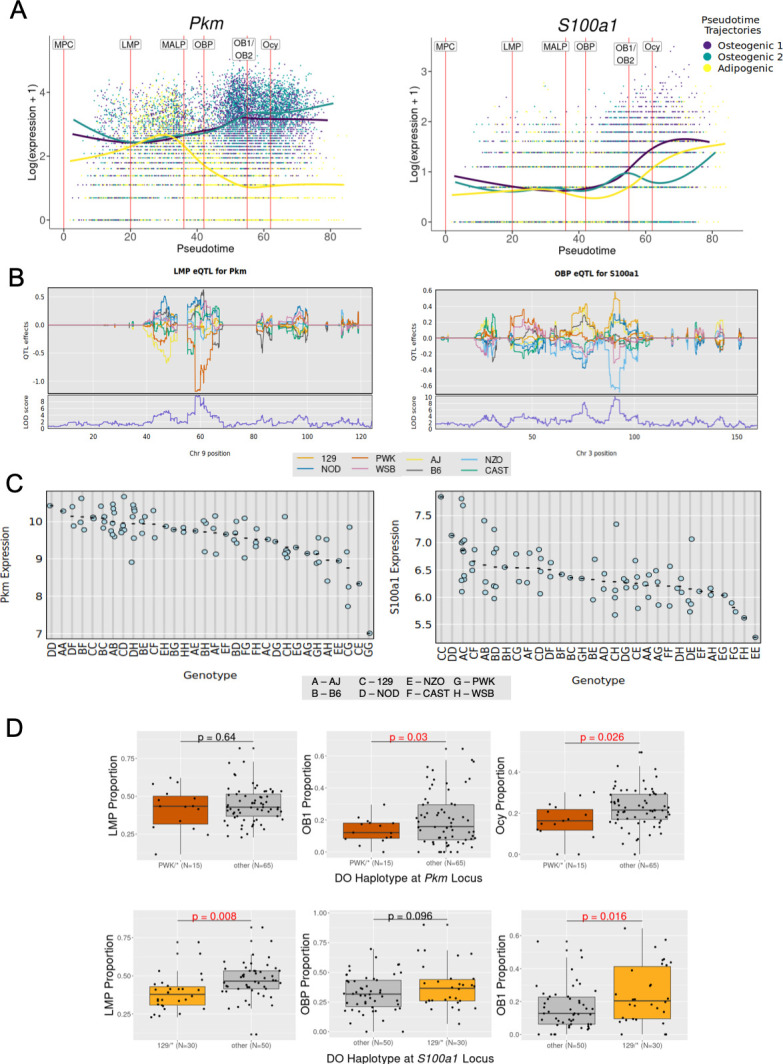
TradeSeq-identified genes associated with bone marrow-derived stromal cells cultured under osteogenic condition (BMSC-OB) differentiation exhibit expression quantitative trait locus (eQTL) effects. (**A**) *Pkm* was identified as a significant global tradeSeq-identified gene (p_adj_ = 8.35 × 10^–8^) for late mesenchymal progenitor (LMP) cells along an osteogenic trajectory (LMP_to_OBP) (*left*). *S100a1* was identified as a significant global tradeSeq-identified gene (p_adj_=0.023) for OBP cells along osteogenic trajectory 1 (OBP_to_OB1) (*right*). (**B**) Plots indicating the cell type-specific eQTLs signal for both *Pkm* and *S100a1*. A negative eQTL effect on *Pkm* expression was observed in LMPs for Diversity Outbred (DO) mice with a PWK haplotype background at the *Pkm* locus (*left*). A positive eQTL effect on the expression of *S100a1* was observed in OBPs for DO mice with a 129 haplotype background at the *S100a1* locus, while a negative effect was observed for NZO mice (*right*). (**C**) The expression of *Pkm* and *S100a1* based on DO mouse (expression values transformed via variance stabilizing transformation [VST], as described in Methods). Genotype abbreviations correspond to DO haplotype background (legend) at the respective gene locus. Mice with at least one PWK allele (genotype abbreviation G) tend to have decreased expression of *Pkm* (*left*). Mice with at least one 129 allele (genotype abbreviation C) tend to have increased expression of *S100a1*, while NZO mice (genotype abbreviation E) have decreased expression (*right*). (**D**) PWK mice had a significant reduction in mature osteoblasts (OB1) and osteocyte-like cells (Ocy) proportions relative to other mice (p=0.030 and p=0.026, respectively; t-test), while LMP proportions were unaffected. Asterisks represent any of the other haplotype backgrounds. 129 mice showed a significant decrease in LMP proportion and increase in OB1 proportion (p=0.008 and p=0.016, respectively; t-test), but OBP proportions were unaffected. No significant effects on cell-type proportions were observed in NZO mice (Figure 4—figure supplement 1).

**Figure 4—figure supplement 1.**
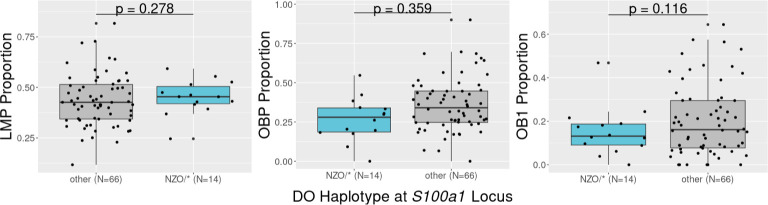
Tests of significance for cell-type proportions for NZO mice. Mice with at least one NZO allele at the *S100a1* locus (N=14) had no significant difference in cell-type proportions (p>0.05; t-test) as compared to mice with other DO haplotype background at this locus. Asterisks represent any of the other haplotype backgrounds.

Similarly, S100 calcium binding protein A1 (*S100a1*) was an OBP to OB1 transition tradeSeq gene (p_adj_=0.023; Figure 4A, Supplementary file 2e) and an eGene in the OBP cell cluster (LOD = 10.12; Figure 4B, Supplementary file 2f). 

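*S100a1* (ENSMUSG00000044080) lies on chromosome 3 of GRCm38 from 90511034 to 90514392, on the reverse strand. Its level was 125.2 ± 39.2 CPM in OB1-like and 69.5 ± 18.1 CPM in OBP-like cells (SD, n = 16 pools), with a higher value in OB1-like cells in 16 of 16 pools. The log2 fold change of OB1-like over OBP-like cells was 0.99 (standard error 0.07, adjusted p = 1.34e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and lay between 0.80 and 1.20 under the alternatives.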

Mice inheriting at least one 129 allele at this locus (N=30) had higher *S100a1* expression, while the opposite was observed for mice inheriting NZO alleles (N=14) (Figure 4C). Additionally, mice inheriting at least one 129 allele showed a significant decrease in LMP proportion and increase in OB1 proportion (p=0.008 and p=0.016, respectively) (Figure 4D, Supplementary file 2g), while no significant differences were observed in cell-type proportions among mice inheriting NZO alleles at this locus (Figure 4—figure supplement 1, Supplementary file 2g).

### Identification of DDG

In order to discover BMSC-OB differentiation genes potentially responsible for BMD GWAS associations, the next step of our network analysis leveraged the trajectory-specific tradeSeq genes identified for each cell-type boundary (Supplementary file 2b–d) to identify differentiation driver genes (DDGs) (Step 3, Figure 2). We identified DDGs by extracting subnetworks (i.e. large three-step neighborhoods; see Methods) for each gene in each cell type-specific Bayesian network and identifying those subnetworks enriched (p_adj_<0.05) for trajectory-specific tradeSeq genes for the cell-type boundary. The analysis identified 408 significant DDGs (Supplementary file 2h–k). We performed a PANTHER (Thomas et al., 2022) Gene Ontology (GO) analysis for the cell-type boundaries yielding a sufficient number of DDGs and found that DDGs for the osteogenic cell-type boundaries (LMP_to_OBP, OBP_to_OB1, OBP_to_OB2) were enriched for genes associated with the cell cycle (GO:0007049; N=23, 18, 23; p=1.12 × 10^–6^, 1.29×10^–13^, 1.0×10^–14^, respectively) (Supplementary file 3a–c). The DDGs for the adipogenic cell-type boundary (LMP_to_MALP, MALP_to_end) were enriched for genes associated with extracellular matrix organization (GO:0030198; N=10; p=1.62 × 10^–7^) and lipid metabolic processes (GO:0006629; N=25; p=1.83 × 10^–11^), respectively (Supplementary file 3d and e). Across all 408 DDGs, 49 (12%) were identified in one or more cell-type boundaries as genes with a significant alteration (p<0.05) of whole-body BMD when knocked out/down in mice, as reported by the International Mouse Knockout Consortium (IMPC) (Groza et al., 2023; Supplementary file 2i–k).

We used our previously generated list of potentially causal BMD GWAS genes (N=1037) to subsequently prioritize the DDGs (Step 4, Figure 2). Of the 408 DDGs, 21 DDGs in one or more cell-type boundaries were genes that have BMD GWAS associations that colocalize with sQTL/eQTL (Table 1). The majority of these DDGs were identified in LMPs along both the osteogenic (LMP_to_OBP) and adipogenic (LMP_to_MALP) trajectories (N=10 and 6, respectively; Supplementary file 2h, Supplementary file 3f). The remaining DDGs were identified in OBPs along both osteoblast trajectories (OBP_to_OB1, OBP_to_OB2; N=1 and 3, respectively) and MALPs (MALP_to_end; N=6). Additionally, 3 of the 21 DDGs (*Tet1*, *Tpx2*, *Timp2*) are IMPC genes that exhibit a significant alteration of BMD (Supplementary file 2h, Supplementary file 3f).

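The DDGs and their networks were compared between the classes at the ends of each boundary. Of the 10 DDGs of the LMP_to_OBP boundary, 9 differed between OBP-like and LMP-like cells at an adjusted p of at most 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Sec24d*, *Tmem263*, *Izumo4* and *Lmf2* were higher in OBP-like cells, and *Tpx2*, *Tln2*, *Cdk1* and *Ttyh3* were lower. *Tet1* had a fold change above 0 on the scale of the TMM normalization, but its mean CPM was 6.14 in OBP-like and 6.15 in LMP-like cells, so it is not read as higher. The highest log2 fold change was that of *Tmem263* (1.41, standard error 0.07, adjusted p = 7.94e-14 from the edgeR test; higher in 16 of 16 pools). *Olfml3* was not past the threshold (0.15, standard error 0.103, adjusted p = 0.206 from the edgeR test), but was past it in 3 alternatives; its mean CPM was lower in OBP-like cells (315.9 against 357.3), and higher in 6 of 16 pools. *Tet1* was close to the threshold (0.32, standard error 0.13, adjusted p = 0.0308 from the edgeR test; higher in 9 of 16 pools) and lost it in 3 alternatives, with adjusted p up to 0.253. All 6 DDGs of the LMP_to_MALP boundary passed the threshold, with *Fgfrl1*, *Rhoj*, *Tln2*, *Ebf1* and *Ppp1r12b* higher and *Ttyh3* lower in MALP-like cells. *Ttyh3* (-0.35, standard error 0.133, adjusted p = 0.0245 from the edgeR test; higher in 7 of 16 pools) lost it in 4 alternatives. *Kremen1* was lower in OB1-like than in OBP-like cells (-0.63), and *Kremen1* (-0.56), *Ebf1* (-0.45) and *Lrp4* (-0.26) were lower in OB2-like than in OBP-like cells. *Lrp4* lost the threshold in 2 alternatives. Adjusted over the list alone, the numbers past the threshold were the same (9 of 10, 6 of 6, 1 of 1 and 3 of 3). The study chose these genes on the same mice, so this is not independent evidence.

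For 20 of the 26 networks of Supplementary file 3f, a class at each end of the boundary was at hand, and the median log2 fold change of the tradeSeq-identified genes of each network was set against 10000 random lists of the same size matched on mean expression. It lay outside the central 95% of the random lists for 14 of the 20 networks. The paper chose the tradeSeq-identified genes for changing across the same boundary in the same mice, and the random lists carry no such choice, so this number is no independent evidence. The lowest median was that of the *Tpx2* network (9 genes), followed by the *Cdk1* network (-3.25, 14 genes), and the highest that of the *Fgfrl1* network (6 genes), followed by the *Ebf1* network of the LMP_to_MALP boundary (2.03, 11 genes). The cluster led by cell-cycle genes was named LMP-like as a whole, so the low medians of the *Tpx2* and *Cdk1* networks follow in part from that naming. The members of all 26 networks were also correlated over pools within their cell type more than matched random lists were. The mean pairwise Spearman rho was between 0.329 (*Ebf1* network in OBP-like cells) and 0.735 (*Cdk1* network in LMP-like cells), and the highest adjusted p over the 26 networks was 0.008 (*Fgfrl1* network in MALP-like cells), from the random lists, with 0.0001 the smallest unadjusted p they can give. These networks were learned from co-expression in the same mice.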

**Table 1.** Prioritized differentiation driver genes (DDGs) that have bone mineral density (BMD) genome-wide association studies (GWAS) associations that colocalize with splicing/expression QTL (eQTL/sQTL) identified in a Genotype-Tissue Expression (GTEx) project tissue. The tissue with the most significant colocalization (RCP and/or H4PP) is listed for each DGG (26 total, 21 distinct), as determined from Al-Barghouthi et al., 2022, and Abood et al., 2023, for eQTL and sQTL, respectively (Al-Barghouthi et al., 2022; Abood et al., 2023). RCP=Regional Colocalization Probability (GWAS and eQTL colocalization). H4P=H4 Posterior Probability (GWAS and sQTL colocalization).

Trajectory	Cell-type boundary	DDG	GTEx Tissue with strongest eQTL colocalization(RCP)	GTEx Tissue with strongest sQTL colocalization(H4PP)	eGene identified from scRNA-seq of the 80 DO mice
1	LMP to OBP	*Tet1*	Adipose (Visceral); 0.3191	–	–
1	LMP to OBP	*Tpx2*	Testis; 0.2031	–	–
1	LMP to OBP	*Cdk1*	–	Pituitary; 0.7795	–
1	LMP to OBP	*Ttyh3*	–	Liver; 0.9350	–
1	LMP to OBP	*Olfml3*	Artery (aorta); 0.8048	–	–
1	LMP to OBP	*Izumo4*	–	Brain (hypothalamus); 0.9182	–
1	LMP to OBP	*Sec24d*	Nerve (tibial); 0.2677		–
1	LMP to OBP	*Tmem263*	Adipose (subcutaneous); 0.5704	Cultured cells (fibroblasts); 0.9716	–
1	LMP to OBP	*Lmf2*	–	Adrenal gland; 0.8181	–
1	LMP to OBP	*Tln2*	Esophagus (muscularis); 0.9697	–	–
1	OBP to OB1	*Kremen1*	Heart (left ventricle); 0.8686	–	–
2	OBP to OB2	*Kremen1*	Heart (left ventricle); 0.8686	–	–
2	OBP to OB2	*Ebf1*	–	Testis; 0.8760	–
2	OBP to OB2	*Lrp4*	Pancreas; 0.7943	–	–
3	LMP to MALP	*Ttyh3*	–	Liver; 0.9350	–
3	LMP to MALP	*Fgfrl1*	Cultured cells (fibroblasts); 0.1611	–	–
3	LMP to MALP	*Ebf1*	–	Testis; 0.8760	–
3	LMP to MALP	*Ppp1r12b*	–	Nerve (tibial); 0.8807	–
3	LMP to MALP	*Rhoj*	Cultured cells (fibroblasts); 0.352	Breast; 0.7844	–
3	LMP to MALP	*Tln2*	Esophagus (muscularis); 0.9697	–	–
3	MALP to end	*Adh1*	–	Esophagus (gastroesophageal junction); 0.9999	–
3	MALP to end	*Fgfrl1*	Cultured cells (fibroblasts); 0.1611	–	–
3	MALP to end	*Adcy5*	–	Esophagus (gastroesophageal junction); 0.8456	–
3	MALP to end	*Cnn2*	–	Spleen; 0.7743	–
3	MALP to end	*Mxra8*	–	Pituitary; 0.7545	–
3	MALP to end	*Timp2*	–	Testis; 0.9429	–

### Network analysis predicts *Fgfrl1* and *Tpx2* as novel regulators of BMD

Here, we highlight two DDGs that putatively impact human BMD via their roles in LMP differentiation along either an adipogenic (*Fgfrl1*) or osteogenic (*Tpx2*) trajectory, which are genes with potential roles that have been minimally characterized in the context of human BMD. Based on our previous work (Al-Barghouthi et al., 2022), *Fgfrl1* (fibroblast growth factor receptor-like 1) was identified as a DDG with significant human BMD GWAS associations that also colocalized with eQTL identified in the cultured fibroblast GTEx tissue (RCP = 0.1611, Table 1). The *Fgfrl1* network was enriched for tradeSeq-identified genes (N=6 genes, p_adj_ = 7.5 × 10^–3^) for LMPs along an adipogenic trajectory (Figure 5A). An increase in the expression of all tradeSeq-identified genes for the *Fgfrl1* network was observed (Figure 5B, Supplementary file 2d). 

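LMP-like and MALP-like cells were placed on the line between the centroids of both classes in the 15 PCs, where 0 is the LMP-like and 1 the MALP-like centroid, and counts were summed per pool in the LMP end (under 0.25; 12268 cells), the middle (4040 cells) and the MALP end (over 0.75; 6948 cells). This position is not the paper's pseudotime, and the genes followed here and for the *Tpx2* network were picked by the paper for changing along the same boundary in these mice. The mean log2(CPM + 1) of the 6 tradeSeq-identified genes (*Hnmt*, *St5*, *Igfbp4*, *Cyp1b1*, *Pdzrn4* and *Mark1*) was 4.38 ± 0.21 in the LMP end, 6.31 ± 0.18 in the middle and 7.65 ± 0.16 in the MALP end (SD, n = 16 pools). The increase from the LMP end to the MALP end was 3.28 ± 0.18, in 16 of 16 pools (two-sided exact sign-flip permutation test over pools, p = 3.05e-05, the smallest that 16 pools allow). Each of the 6 genes rose in 16 of 16 pools, by 1.77 (*St5*) to 5.33 (*Pdzrn4*) on this scale, with the same p and an adjusted value of 3.05e-05 over the 6 genes. The pseudocount of 1 CPM matters most here, and with 10 CPM the increase of the mean was 2.50.

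**Figure D2:**
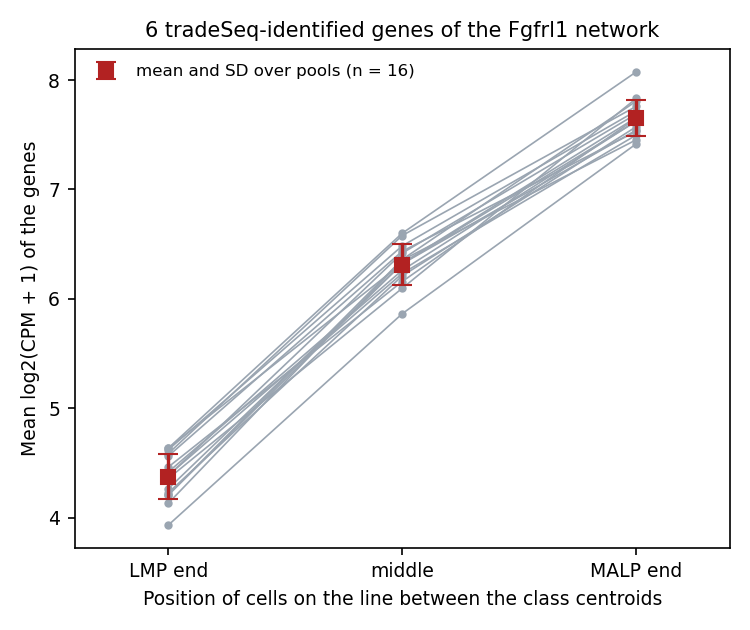
Mean log2(CPM + 1) of the 6 tradeSeq-identified genes of the *Fgfrl1* network in cells of the LMP end, the middle and the MALP end of the line between the class centroids. Each grey line is a pool (n = 16), and red squares and bars are the mean and SD over pools; the mean goes from 4.38 through 6.31 to 7.65.

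Between the whole classes, *Fgfrl1* itself (ENSMUSG00000008090; chromosome 5 of GRCm38, 108692382 to 108706924) had 93.8 ± 13.2 CPM in MALP-like and 16.2 ± 3.04 CPM in LMP-like cells (SD, n = 16 pools). Its log2 fold change was 2.28 (standard error 0.084, adjusted p = 6.17e-15 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; higher in 16 of 16 pools). The 6 tradeSeq-identified genes were all past the threshold, with log2 fold changes of 1.23 to 4.11. Of other members of the network, *Lpl* rose from 92.4 ± 36.7 to 2468 ± 626 CPM, a log2 fold change of 4.55, and *Plpp3* (3.32) and *Cfap100* (2.02) were also higher in MALP-like cells in 16 of 16 pools. *Cfap100* was low in both classes (4.83 ± 2.69 and 1.04 ± 0.663 CPM). The paper proposes a role of *Fgfrl1* in differentiation along the adipogenic trajectory. It draws on the enrichment of this network for such genes, the functions of its members and a BMD association that colocalizes with a fibroblast eQTL. It also cites published work on *Fgfrl1*, FGF signaling and cilia, and the heritability enrichment of MALPs.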

Importantly, the expression pattern for the tradeSeq-identified genes was consistent with the cell-type boundaries established for LMPs differentiating along the adipogenic trajectory toward the MALP cell state (Figure 5B). Furthermore, in the surrounding *Fgfrl1* network, two genes (*Plpp3* and *Cfap100*) have significant human BMD GWAS associations that also colocalized with sQTL in GTEx tissues, as reported in our previous study (Abood et al., 2023). In the *Fgfrl1* network, many other genes can be associated with adipocyte function (e.g. *Lpl*, *Plpp3*, *Igfbp4*) (Enerbäck et al., 1992; Federico et al., 2018; Maridas et al., 2017) and the maintenance of cilia (e.g. *Cfap100*, *St5* (*Denn2b*), *Mark1*) (Sigg et al., 2017; Kumar et al., 2022; Fumoto et al., 2019).

**Figure 5.**
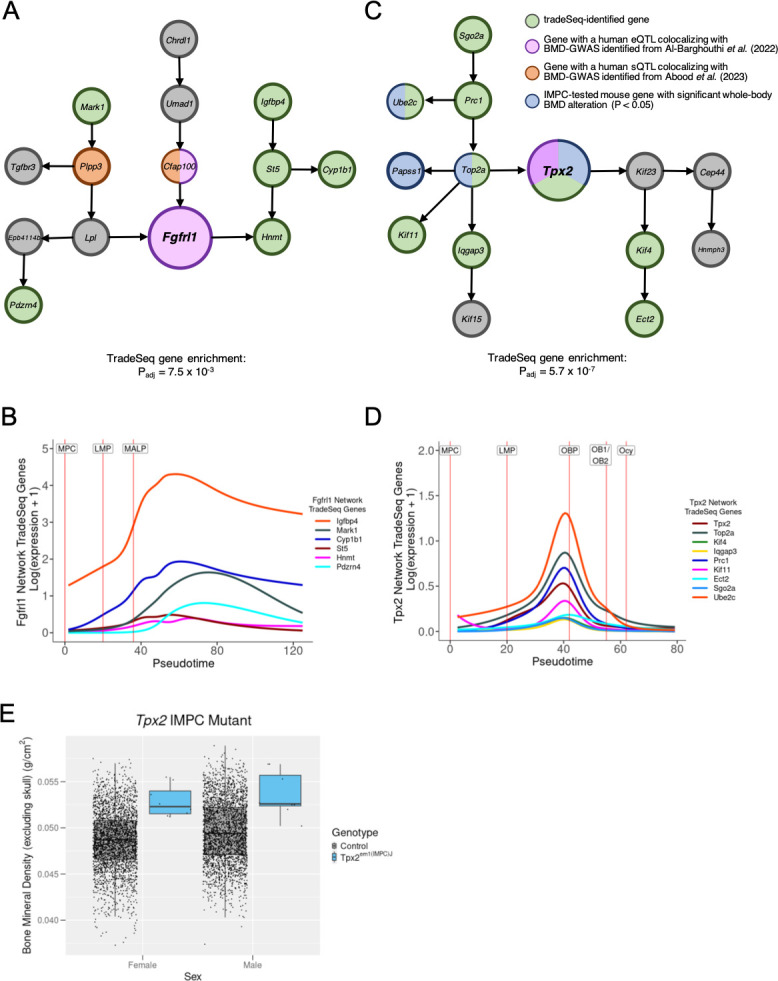
*Fgfrl1* and *Tpx2* are prioritized differentiation driver genes (DDGs) and putative drivers of mesenchymal differentiation. (**A**) *Fgfrl1* was identified as a DDG of a network for late mesenchymal progenitors (LMPs) differentiating along an adipogenic trajectory. The network is enriched (p_adj_ = 7.5 × 10^–3^) for trajectory-specific tradeSeq-identified genes for the LMP_to_MALP cell-type boundary (*Hnmt, St5, Igfbp4, Cyp1b1, Pdzrn4, Mark1*). *Fgfrl1* was previously identified as a gene that has bone mineral density (BMD) genome-wide association studies (GWAS) associations that colocalize with an expression quantitative trait locus (eQTL) in the cultured fibroblast Genotype-Tissue Expression (GTEx) tissue. (**B**) An increase in the expression of tradeSeq-identified genes coincides with the LMP_to_MALP cell-type boundary in which they were identified as significant. (**C**) *Tpx2* was identified as a DDG of a network for LMPs differentiating along an osteogenic trajectory. The network is enriched (p_adj_ = 5.7 × 10^–7^) for tradeSeq-identified genes for the LMP_to_OBP cell-type boundary (*Tpx2, Top2a, Kif4, Iqgap3, Prc1, Kif11, Ect2, Sgo2a, Ube2c*). *Tpx2* is both a tradeSeq gene and previously identified as a gene that has BMD GWAS associations that colocalize with an eQTL in the Testis GTEx tissue. (**D**) An increase in the expression of tradeSeq-identified genes coincides with the LMP_to_OBP cell-type boundary in which they were identified as significant. (**E**) Box plot displaying whole-body BMD measurements (excluding skull) from the International Mouse Knockout Consortium (IMPC) for *Tpx2* mutant mice, which exhibited a significant increase in BMD (genotype p-value = 1.03 × 10^–3^) in both male and female mice (N=8 (**M**) and 8 (**F**) mutants; N=2574 (**M**) and 2633 (**F**) controls).

The other network we identified, the *Tpx2* network, was identified for LMPs along an osteogenic trajectory (Figure 5C). *Tpx2* (TPX2, microtubule-associated) is a DDG with significant human BMD GWAS associations that also colocalized with eQTL identified in the Testis GTEx tissue (RCP = 0.2031, Table 1). The network was enriched for tradeSeq-identified genes (N=9 genes, p_adj_ = 5.7 × 10^–7^) for LMPs differentiating along the osteogenic trajectory (Figure 5C). Furthermore, the expression of the tradeSeq-identified genes for the *Tpx2* network was consistent with the cell-type boundaries established for LMPs differentiating along the osteogenic trajectory toward the OBP cell state (Figure 5D; Supplementary file 2b). 

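The 9 tradeSeq-identified genes of the *Tpx2* network (*Tpx2*, *Top2a*, *Kif4*, *Iqgap3*, *Prc1*, *Kif11*, *Ect2*, *Sgo2a* and *Ube2c*) were followed along a line built in the same way between the LMP-like and OBP-like centroids. Their mean log2(CPM + 1) was 4.27 ± 0.41 in the LMP end (10216 cells), 4.48 ± 0.74 in the middle (3508 cells) and 3.24 ± 0.87 in the OBP end (5249 cells; SD, n = 16 pools). The middle was above the LMP end by 0.22 ± 0.68, in 11 of 16 pools, which is within the spread between pools (two-sided exact sign-flip permutation test, p = 0.224). Of the 9 genes, only *Ect2* rose past the threshold from the LMP end to the middle (0.61 ± 0.58, 15 of 16 pools, permutation p = 0.00061, adjusted p = 0.00549 over the 9 genes). *Tpx2* itself rose by 0.08 ± 0.67 (permutation p = 0.624). The middle was above the OBP end by 1.24 ± 0.74, in 15 of 16 pools (permutation p = 6.1e-05), and each of the 9 genes was lower in the OBP end, with adjusted permutation p of at most 0.00443. The first of these differences depended on how the cell cycle was treated. Without cell-cycle regression, the middle minus the LMP end was -1.01 (permutation p = 3.05e-05), and without the cluster led by cell-cycle genes it was -0.06 (permutation p = 0.566; a setting chosen after seeing the data). The middle stayed above the OBP end in both, by 2.20 and 0.72.

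**Figure D3:**
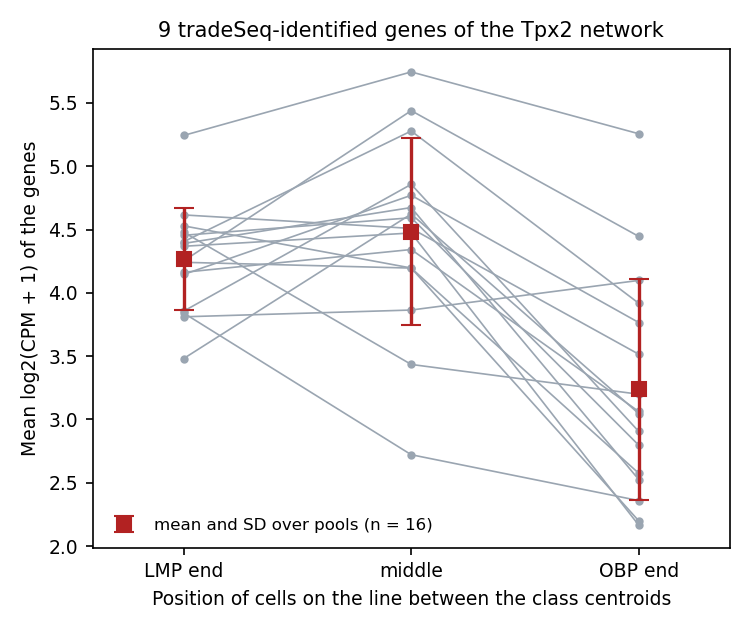
Mean log2(CPM + 1) of the 9 tradeSeq-identified genes of the *Tpx2* network in cells of the LMP end, the middle and the OBP end of the line between the class centroids. Each grey line is a pool (n = 16), and red squares and bars are the mean and SD over pools; the means of 4.27 and 4.48 in the LMP end and the middle lie within 1 SD of each other, and that of the OBP end is 3.24.

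Between the whole classes, *Tpx2* (ENSMUSG00000027469; chromosome 2 of GRCm38, 152847964 to 152895321) had 2.18 ± 1.29 CPM in OBP-like and 40.4 ± 11.0 CPM in LMP-like cells (SD, n = 16 pools). Its log2 fold change was -3.90 (standard error 0.119, adjusted p = 6.2e-17 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; lower in OBP-like cells in every pool). All 9 genes were lower in OBP-like cells, by log2 fold changes of -4.20 to -2.14. The other members *Kif15* (-3.36) and *Kif23* (-2.65) were lower as well, and *Papss1* (0.97) was higher. The LMP-like class held the cluster led by cell-cycle genes, and no OBP-like cluster was led by such genes, so the differences between the whole classes follow in part from the naming. Along the line, without that cluster, the OBP end minus the LMP end was -0.77 for the 9 genes (permutation p = 9.16e-05), against -1.03 with it. The levels without it were low (2.155 in the LMP end and 1.382 in the OBP end). The parts of the line are cut by position, and the cluster also made up 7.66% ± 7.69 of the OBP end. These values therefore do not measure how much of the difference between the whole classes comes from the naming. The whole classes were not compared without the cluster.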

The expression of these genes increases as LMPs differentiate into OBPs and subsequently decreases upon reaching an OBP cell state. Additionally, *Tpx2* exhibited a significant alteration of BMD in both male and female mutant mice (genotype p-value = 1.03 × 10^–3^) from IMPC (Figure 5E). In regard to the constituents of the *Tpx2* network, additional genes have been tested by the IMPC and result in a significant impact on BMD, such as *Ube2c*, *Top2a*, and *Papss1*. Many other genes in the *Tpx2* network can be associated with cellular division and proliferation, including four of the genes of the kinesin family (*Kif*) motor protein genes (Miki et al., 2001): *Kif4, Kif11, Kif15, Kif23*.

## Discussion

BMD GWAS has been successful at identifying thousands of SNPs associated with disease; however, the identification of causal genes and defining their functional role in disease remains challenging. The integration of ‘-omics’ data, particularly transcriptomics, can assist in overcoming this challenge. Leveraging transcriptomics data has proven invaluable to informing GWAS, as demonstrated in studies that use these data to perform eQTL mapping, transcriptome-wide association studies, and co-expression/gene regulatory network reconstruction. GWAS associations can colocalize with predicted sources of genetic variation that perturb causal gene function or expression, thus providing a potential mechanism through which associations impact disease. While bulk RNA-seq data has been the foundation of such analyses, scRNA-seq data can provide valuable biological context by predicting the cell type in which causal genes are affected. To inform BMD GWAS, the generation of population-scale transcriptomics data at single-cell resolution in bone-relevant cell types can assist in the discovery of novel gene targets. Here, we perform scRNA-seq on 80 DO mice to generate single-cell transcriptomics data of mesenchymal cell types relevant to bone. Using these data, our goal was to prioritize putative causal genes and provide biological context in which these genes potentially influence disease, at cell type-specific resolution. Through our pseudotemporal gene expression and network analyses, we identified 21 networks governed by predicted DDGs that have corresponding human BMD GWAS associations colocalizing with eQTL/sQTL in a GTEx tissue.

We demonstrate that the BMSC-OB model serves as an effective method to enrich for mesenchymal lineage cells, particularly bone-relevant cells. We characterized cells from 80 mice and identified both osteogenic and adipogenic cells derived from the mesenchymal lineage, such as two populations of osteoblasts (OB1 and OB2), Ocy, and MALPs. Our trajectory inference analysis identified three distinct trajectories in which MPCs give rise to both osteogenic and adipogenic cell types, thus portraying biologically relevant and known paths of differentiation of MPCs. Pseudotemporal gene expression was analyzed along each trajectory, in a cell type-specific fashion, to identify genes that were changing the most as a function of pseudotime (tradeSeq-identified genes). Subsequent *cis*-eQTL analysis indicated that the expression of some tradeSeq-identified genes was associated with the relative proportion of cell types. While instances such as these were rare, they illustrate that the potential consequence of genetic variation impacting the expression of tradeSeq-identified genes may impact differentiation and the abundances of certain cell types along a trajectory.

To inform BMD GWAS, we utilized the scRNA-seq data in a network analysis to contextualize causal genes (and their associated networks) by predicting the cell types through which these genes are likely acting. Toward this goal, we generated cell type-specific Bayesian networks from our BMSC-OB scRNA-seq data. Our approach was similar to our previous network analyses where bulk RNA-seq data was leveraged to identify genes with strong evidence of playing central roles in networks (Calabrese et al., 2017; Sabik et al., 2020; Al-Barghouthi et al., 2021). In contrast, here, we utilized scRNA-seq data to identify DDGs and prioritize networks based on the likelihood that they are involved in the differentiation of mesenchymal lineage cells (based on network connections enriched for tradeSeq-identified genes determined from inferred trajectories). Leveraging our previous work (Al-Barghouthi et al., 2022; Abood et al., 2023), we prioritized DDGs if they were genes with BMD GWAS associations colocalizing with human eQTL/sQTL in a GTEx tissue. Together, a gene being both a DDG and having BMD GWAS associations that colocalize with eQTL/sQTL is strong support of causality.

We identified 21 DDGs and associated networks, some of which have little to no known prior connection to bone. We contextualize these causal genes and their networks by not only providing cell-type predictions in which they likely operate, but also providing information regarding the biological processes they likely affect. For example, the *Tpx2* network was identified in LMPs differentiating along an osteogenic trajectory. *Tpx2* is a microtubule assembly factor that interacts with spindle microtubules during cellular division (Zhang et al., 2017). The expression of *Tpx2* and its regulation is associated with osteosarcoma, as well as other cancers (Zhu et al., 2022). In our previous study, *Tpx2* was identified as a gene that has BMD GWAS associations that colocalize with eQTL in the Testis GTEx tissue (Al-Barghouthi et al., 2022). While GTEx does not maintain bone tissue, eQTLs are shared across many tissues (GTEx Consortium, 2017); therefore, non-bone eQTLs may exert their effects in cell types associated with bone, such as LMPs, and evidence of a human eQTL effect indicates that genetic variation can modulate the expression of *Tpx2*. Additionally, when knocked out by IMPC, *Tpx2* exhibited a significant increase in whole-body BMD in mice, thus providing strong support for *Tpx2* influencing the regulation of BMD in humans. In the surrounding gene neighborhood of the *Tpx2* network, other genes can be associated with cellular division as well, such as Topoisomerase 2A (*Top2a*) and the kinesin family (*Kif*) genes (Miki et al., 2001; Uusküla-Reimand and Wilson, 2022). Taken together, these results indicate a potential role of *Tpx2* as a mediator of BMD and genetic variation altering its expression could affect microtubule maintenance during the expansion of osteogenic cell populations.

Additionally, the *Fgfrl1* network was identified in LMPs differentiating along an adipogenic trajectory. Fibroblast growth factor receptor-like 1 (*Fgfrl1*) is presumed to function as a decoy receptor that interacts with FGF ligands necessary for FGF signaling (Trueb, 2011; Steinberg et al., 2010), and *Fgfrl1* expression is suggested to play a role in both adipogenic and osteogenic differentiation (Kähkönen et al., 2018). Our previous study also identified *Fgfrl1*, which has BMD GWAS associations that colocalize with eQTL in the cultured fibroblasts GTEx tissue (Al-Barghouthi et al., 2021). In the neighborhood of the *Fgfrl1* network, *Lpl*, *Plpp3*, *Igfbp4* have well-established roles in adipocyte function and metabolism (Enerbäck et al., 1992; Federico et al., 2018; Maridas et al., 2017); however, other genes can be associated with cilia, such as *Cfap100*, *St5* (*Denn2b*), *Mark1* (Sigg et al., 2017; Kumar et al., 2022; Fumoto et al., 2019). Interestingly, the maintenance and remodeling of cilia is essential to the differentiation of mesenchymal stem cells and pre-adipocytes (e.g. MALPs) while mature adipocytes lack cilia (Hilgendorf, 2021). Moreover, the inactivation of FGF signaling is associated with the length of primary cilia (Neugebauer et al., 2009). Thus, genetic variation altering the expression of expression of *Fgfrl1* may affect FGF signaling to impact the maintenance of cilia and adipogenic differentiation. Additionally, given the prioritization of MALPs in the CELLECT analysis and the well-established inverse relationship between marrow adiposity and BMD (Fazeli et al., 2013; Veldhuis‐Vlug and Rosen, 2018), skewed balance of LMP differentiation toward marrow adipogenic cell fates may affect BMD. In summary, the *Fgfrl1* network harbors genes involved in adipogenic function, including cilia maintenance, which may contribute to LMP differentiation along an adipogenic trajectory. Together, these results indicate a potential role of *Fgfrl1* as a mediator of BMD via its role in adipogenic differentiation and maintenance of cilia.

Analyses performed here are not without limitations to consider. Our in vitro culturing approach and the preparation of single cells for scRNA-seq could be sources of technical variation in our study. Additionally, a pitfall of scRNA-seq is the sparsity of the resulting data, which yields an increased frequency of zero values for the expression of some genes in a proportion of cells, also known as ‘drop-outs’ (Haque et al., 2017). While statistical approaches can be employed to impute missing data, the accuracy of such methods and whether or not the resulting improvement in transcriptomic signal recovery is enough to warrant such intervention is contentious (Cheng et al., 2023; Yu et al., 2021). However, this issue may be partially offset given the larger scale of the scRNA-seq performed in this study and the average expression approach performed for network and eQTL analysis. Another limitation of this study is that read alignment of the scRNA-seq data did not account for DO founder genetic variation in RNA transcripts, which could affect read mapping and gene expression measurements. An additional limitation is that the BMSC-OB model does not capture osteoclasts, another cell type associated with bone tissue. Importantly, results from our CELLECT analysis indicate that BMD heritability was not enriched for genes whose expression was more specific to osteoclast-like cells; however, these cells likely represent immature osteoclasts, as mature multinucleated cells would be too large to be captured for sequencing. Lastly, while our study employed 80 DO mice, the issue of statistical power is still a limitation; however, we demonstrate that the BMSC-OB model is amenable to high throughput and the inclusion of hundreds of mice, thus statistical power will be improved in future studies.

In summary, we showcase the use of large-scale scRNA-seq data to inform GWAS by performing a network analysis to contextualize BMD GWAS associations. Through the use of multiple single-cell analyses, we have expanded upon our understanding of the genetics of BMD. Our work exemplifies the power of single-cell transcriptomics from large populations of genetically diverse samples, and our network approach for data analysis may guide future studies to consider systems genetics strategies for the discovery of genetic determinants of disease.

## Methods

### Sample preparation and scRNA-seq

All animal procedures were conducted in compliance with the National Institutes of Health Guide for the Care and Use of Laboratory Animals. The protocol for studies involving DO mice (Protocol Number 3741) was reviewed and approved by the Institutional Animal Care and Use Committee (IACUC) at the University of Virginia. We prepared our samples in the same fashion as performed previously in Dillard et al., 2023. In brief, bone marrow was extracted from the femurs of initially 77 DO mice (The Jackson Laboratory, Strain: 009376). BMSCs were grown to confluence after 3 days of incubation in 48-well plates and then underwent in vitro osteoblast differentiation for 10 days with osteogenic differentiation media (alpha MEM, 10% FBS, 1% pen/strep, 1% GlutaMAX, 50 μg/μL ascorbic acid [Sigma, St. Louis, MO, USA], 10 nM β-glycerophosphate [Sigma], 10 nM dexamethasone [Sigma]). After differentiation, single cells were liberated from mineralizing cultures via incubations with 60 mM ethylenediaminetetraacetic acid pH 7.4 (EDTA [Thermo Fisher Scientific], made in DPBS), 8 mg/mL collagenase (Gibco) in HBSS/4 mM CaCl_2_ (Fisher), and 0.25% trypsin-EDTA (Gibco). After single-cell isolation, cells from mice were pooled into groups containing cells from four to five mice total and concentrated to 800 cells/μL in PBS supplemented with 0.1% BSA (bovine serum albumin). Pooled single cells were prepared for sequencing using the 10× Chromium Controller (10× Genomics, Pleasanton, CA, USA) with the Single Cell 3’ v2 reagent kit, according to the manufacturer’s protocol. Libraries were sequenced on the NextSeq500 (Illumina, San Diego, CA, USA).

### scRNA-seq analysis pipeline

The data was subsequently processed using the 10× Genomics Cell Ranger toolkit (version 5.0.0) using the GRCm38 reference genome (Church et al., 2009). Using Seurat (Hao et al., 2021) (version 4.1.0), a combined Seurat object containing all cells was generated with the inclusion of features detected in at least three cells and cells with at least 200 features detected. We used Souporcell (Heaton et al., 2020) (version 2.0.0) to deconvolve the genotypes of all mice and to remove doublet cells. Cells were assigned to their associated DO mouse by making a pairwise comparison between allele calls made by the shared variants captured between Souporcell and GigaMUGA genotype arrays generated for all mice in the cohort, as previously performed in Dillard et al., 2023. Cells derived from two mice (176 and 244) were removed in some analyses due to poor genotyping of their respective Souporcell clusters, thus yielding a total of 75 DO mice from this study and 5 DO mice from our previous study (Dillard et al., 2023) for a total of 80 DO mouse biological replicates. We filtered out cells with more than 6200 reads and less than 400 reads, as well as those cells with more than 10% mitochondrial reads. Further, cells were removed if they expressed greater than 20% *Rpl* and 15% *Rps* reads, which equates to cells approximately exceeding the 98th percentile. After filtering, 139,392 cells remained, and the resulting object underwent standard normalization, scaling, and the top 3000 features were modeled from a variance stabilizing transformation (VST) using Seurat. Cell-cycle markers based on Tirosh et al., 2016, were regressed out using the ‘CellCycleScoring’ and scaling functions. For subsequent dimensionality reduction, 15 principal components (PCs) were summarized. Then, a kNN (k = 20) graph was created and the Louvain algorithm was used to cluster cells at a resolution of 0.5. Annotation of cell-type clusters was performed manually based on differential gene expression analysis using the Seurat ‘FindAllMarkers’ function (Supplementary file 1a).

For subsequent WGCNA and eQTL mapping, transcriptomic profiles for each cell-type cluster were generated for each sample using a mean expression approach, as performed similarly by others (Neavin et al., 2021; van der Wijst et al., 2018). For each sample contributing at least five cells to a given cluster, unnormalized unique molecular identifier (UMI) counts of gene expression for all cells in the cluster for the sample were averaged and then rounded to the nearest hundredth decimal place. A total of 80, 80, 77, 67, 50, 76, 80 mice contributed enough cells to the MPC, LMP, OBP, OB1, OB2, Ocy, and MALP cell-type clusters, respectively. Genes with non-zero expression values in fewer than 15 samples were removed. A total of 11,971, 15,162, 14,857, 13,674, 13,825, 14,136, and 14,534 genes remained for the MPC, LMP, OBP, OB1, OB2, Ocy, and MALP clusters, respectively. Samples were normalized by computing CPMs (counts per million) without log transformation for each gene using edgeR (Robinson et al., 2010) (version 4.0.7), then transformed via VST using DESeq2 (Love et al., 2014) (version 1.42.0), and quantile normalized using preprocessCore (version 1.60.2).

### Trajectory and tradeSeq analysis

Trajectory inference analysis was performed using Slingshot (Street et al., 2018) (version 1.8.0) on the mesenchymal lineage cell clusters (seven total) of the BMSC-OB scRNA-seq data. The starting cluster was set as the MPC cluster upon the removal of a small outlier population of cells. Trajectories were inferred using 15 PCs. TradeSeq (Van den Berge et al., 2020) (version 1.4.0) was used to analyze gene expression along the trajectories by fitting a negative binomial generalized additive model (NB-GAM) to each gene using the ‘fitGAM’ function with nknots = 10, which was determined by using the ‘evaluateK’ function. Prior to performing the tradeSeq analysis, the scRNA-seq data was downsampled to reduce the size of the dataset to approximately 10,000 cells (sampled at random across all seven clusters).

All cell-type boundaries were established to encompass, on average, 78% of cells of a cell cluster (Supplementary file 2a). To identify genes significantly changing between boundaries in a trajectory-specific fashion, we first performed tradeSeq to compare gene expression within each trajectory (two osteogenic, one adipogenic) to highlight genes with a significant difference in expression between boundaries using the ‘startVsEndTest’ function (Supplementary file 2a–d). Next, we performed a global test with tradeSeq to compare gene expression between trajectories in order to highlight genes exhibiting a significant difference in expression using the ‘startVsEndTest’ function (Supplementary file 2a, Supplementary file 2e). All tests were performed with the log_2_ fold change threshold (l2fc)=0.5. For all global and trajectory-specific tests, the p-values associated with each gene were adjusted to control the false discovery rate using the ‘p.adjust’ function from the stats (version 4.2.1) R package, and genes were filtered to include those with a p_adj_<0.05.

### CELLECT analysis

CELLECT (Timshel et al., 2020) (CELL-type Expression-specific integration for Complex Traits) (version 1.1.0) was used to identify likely etiologic cell types underlying complex traits of both the BMSC-OBs scRNA-seq data (Figure 1E, Supplementary file 1f). CELLECT p-values were adjusted using the Bonferroni correction. CELLECT quantifies the association between the GWAS signal and cell-type expression specificity using the S-LDSC genetic prioritization model (Finucane et al., 2015). Summary statistics from the UK Biobank eBMD and Fracture GWAS (Data Release 2018) and cell-type annotations from each scRNA-seq data set were used as input. Cell-type expression specificities were estimated using CELLEX (Timshel et al., 2020) (CELL-type EXpression-specificity) (version 1.2.1) (Supplementary file 3g).

### WGCNA

Cell type-specific mean expression matrices (as obtained above) were used as input to generate signed co-expression network modules (Supplementary file 1g and h). IterativeWGCNA (Greenfest-Allen et al., 2017) (version 1.1.6) was used from a Singularity container built from a Docker hub image (Cartailler, 2022). A soft threshold (power) of 14, which exceeded an R^2^ threshold of 0.85 for all cell-type clusters, was selected for module construction (Figure 2—figure supplement 1). Modules were generated using iterativeWGCNA with default parameters for the ‘blockwiseModules’ function, a minimum module size of 20 genes, minCoreKME = 0.7, and minKMEtoStay = 0.5.

### Bayesian network learning

Bayesian networks were learned from each of the cell type-specific modules of co-expressed genes with the bnlearn (version 4.8.3). Gene expression matrices containing the genes for each module were used as input to the ‘mmhc’ function which employs the Max-Min Hill Climbing (MMHC) algorithm (Tsamardinos et al., 2006) to learn the underlying structure of the Bayesian network. From the generated networks, igraph (version 1.6.0) was used to resolve three-step neighborhoods (Porter and Smith, 2010). Nodes (genes) that were unconnected to a neighborhood or connected to only one neighbor were removed. Neighborhoods were filtered to include those with a size greater than 1 standard deviation from the mean across all neighborhoods generated for the network.

DDGs are genes that yield large three-step neighborhoods that are enriched (p_adj_<0.05) with tradeSeq-identified genes for a given cell-type boundary. We calculated whether each neighborhood contained more tradeSeq-identified genes (for the neighborhoods’ associated cell-type boundary) than would be expected by chance using the hypergeometric distribution (‘phyper’ function) from the stats (version 4.2.1) R package. The arguments were as follows: q: (number of neighbors in a neighborhood that are also tradeSeq-identified genes for a given cell-type boundary) – 1; m: total number of tradeSeq-identified genes for a given cell-type boundary; n: (total number of identified neighborhoods) – m; k: neighborhood size (total number of neighbors); lower.tail=false. p-Values were adjusted to control the false discovery rate using the ‘p.adjust’ function from the stats (version 4.2.1) R package. These pruning steps resulted in a total of 408 DDGs and associated networks for all cell types (Supplementary file 2h–k).

### DO eQTL mapping

Prior to performing the eQTL analysis, DNA was extracted from the tails of the 80 DO mice, using the PureLink Genomic DNA Mini Kit (Invitrogen) and genotyped using the GigaMUGA array by Neogen Genomics (GeneSeek; Lincoln, NE, USA). Processing and quality control of genotype data, including calculation of genotype/allele probabilities, was performed as previously described in Al-Barghouthi et al., 2021. Cell type-specific mean expression matrices (as obtained above) for mesenchymal lineage clusters were used as input for the eQTL mapping, which was performed using a linear mixed model via the ‘scan1’ function from the qtl2 (Broman et al., 2019) (version 0.30) R package with allowances for the following covariates: sex, age at sacrifice (in days), weight, length, and DO mouse generation. To identify significant eQTL, we calculated an LOD (logarithm of the odds) threshold; for each cell-type cluster, we chose 50 genes at random and then permuted them 1000 times using the ‘scan1perm’ function from qtl2. We established the LOD threshold of 9.68 and 9.49 for the autosomal chromosomes and X chromosome, respectively, by taking the average of the median LOD across each cell type. A total of 563 eQTLs exceeded the LOD thresholds and were no more than 1 Mbp from the transcription start site of the associated eGene (Supplementary file 2f).

### Cell-type proportion analysis

To account for technical sources of variation often retained in scRNA-seq, cell-type proportions were transformed using the arcsin (asin) square root transformation from the speckle (Phipson et al., 2022) R package (version 0.0.3). Tests of statistical significance were performed using the propeller t-test and ANOVA functions with default parameters. The sex of the mice and the batch each mouse was associated with for sequencing were modeled as covariates. Transformed values were used as input for computing tests of statistical differences of cell-type proportions between mice, as well as correlation to phenotypic traits (Supplementary file 1c–e).

## Data Availability

The data that support the findings of this study are openly available in NCBI Gene Expression Omnibus database with accession codes GSE152806 and GSE269583. Processed scRNA-seq data available on Zenodo at https://doi.org/10.5281/zenodo.15299630. Code for analysis is available on GitHub at https://github.com/Farber-Lab/DO80_project (copy archived at Farber, 2025). The following datasets were generated: DillardLJ CalabreseGM MesnerLD FarberCR 2025Cell type-specific network analysis in Diversity Outbred mice identifies genes potentially responsible for human bone mineral density GWAS associationsNCBI Gene Expression OmnibusGSE26958310.7554/eLife.100832PMC1297869841811178 DillardL 2024Processed Seurat ObjectZenodo10.5281/zenodo.15299630 The following previously published dataset was used: Al-BarghouthiB MesnerL CalabreseG BrooksD TommasiniS BouxseinM HorowitzM RosenC NguyenK HaddoxS FarberE Onengut-GumuscuS PompD FarberC 2020Single-cell RNA-seq of bone marrow-derived stromal cells from 5 Diversity Outbred miceNCBI Gene Expression OmnibusGSE152806

# Supplementary material for: Cell type-specific network analysis in Diversity Outbred mice identifies genes potentially responsible for human bone mineral density GWAS associations
**Source:** eLife. 2026 Mar 11;13:RP100832. doi: 10.7554/eLife.100832
**Supplement:** MDAR checklist

**Materials Design Analysis Reporting (MDAR)**

**Checklist for Authors**

The [MDAR framework](https://osf.io/xfpn4/) establishes a minimum set of requirements in transparent reporting mainly applicable to studies in the life sciences.

*eLife* asks authors to **provide detailed information within their article** to facilitate the interpretation and replication of their work. Authors can also upload supporting materials to comply with relevant reporting guidelines for health-related research (see [EQUATOR Network](http://www.equator-network.org/%20)), life science research (see the [BioSharing Information Resource](http://biosharing.org/)), or animal research (see the [ARRIVE Guidelines](http://www.plosbiology.org/article/info:doi/10.1371/journal.pbio.1000412) and the [STRANGE Framework](https://doi.org/10.1038/d41586-020-01751-5); for details, see *eLife*’s [Journal Policies](https://reviewer.elifesciences.org/author-guide/journal-policies)). Where applicable, authors should refer to any relevant reporting standards materials in this form.

For all that apply, please note **where in the article** the information is provided. Please note that we also collect information about data availability and ethics in the submission form.

**Materials:**

| **Newly created materials** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| The manuscript includes a dedicated "materials availability statement" providing transparent disclosure about availability of newly created materials including details on how materials can be accessed and describing any restrictions on access. |  | N/A |
|  |  |  |
| **Antibodies** | **Indicate where provided: section/figure legend** | **N/A** |
| For commercial reagents, provide supplier name, catalogue number and [RRID](https://scicrunch.org/resources), if available. |  | N/A |
|  |  |  |
| **DNA and RNA sequences** | **Indicate where provided: section/figure legend** | **N/A** |
| Short novel DNA or RNA including primers, probes: Sequences should be included or deposited in a public repository. |  | N/A |
|  |  |  |
| **Cell materials** | **Indicate where provided: section/figure legend** | **N/A** |
| Cell lines: Provide species information, strain. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. |  | N/A |
| Primary cultures: Provide species, strain, sex of origin, genetic modification status. |  | N/A |
|  |  |  |
| **Experimental animals** | **Indicate where provided: section/figure legend** | **N/A** |
| Laboratory animals or Model organisms: Provide species, strain, sex, age, genetic modification status. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | Materials and Methods: Sample preparation and scRNA-Seq |  |
| Animal observed in or captured from the field: Provide species, sex, and age where possible. |  | N/A |
|  |  |  |
| **Plants and microbes** | **Indicate where provided: section/figure legend** | **N/A** |
| Plants: provide species and strain, ecotype and cultivar where relevant, unique accession number if available, and source (including location for collected wild specimens). |  | N/A |
| Microbes: provide species and strain, unique accession number if available, and source. |  | N/A |
|  |  |  |
| **Human research participants** | **Indicate where provided: section/figure legend) or state if these demographics were not collected** | **N/A** |
| If collected and within the bounds of privacy constraints report on age, sex, gender and ethnicity for all study participants. |  | N/A |

**Design:**

| **Study protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| If the study protocol has been pre-registered, provide DOI. For clinical trials, provide the trial registration number OR cite DOI. |  | N/A |
|  |  |  |
| **Laboratory protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| Provide DOI OR other citation details if detailed step-by-step protocols are available. |  | N/A |
|  |  |  |
| **Experimental study design (statistics details) *** | | |
| **For in vivo studies: State whether and how the following have been done** | **Indicate where provided: section/figure legend. If it could have been done, but was not, write “not done”** | **N/A** |
| Sample size determination |  | N/A |
| Randomisation |  | N/A |
| Blinding |  | N/A |
| Inclusion/exclusion criteria |  | N/A |
|  |  |  |
| **Sample definition and in-laboratory replication** | **Indicate where provided: section/figure legend** | **N/A** |
| State number of times the experiment was replicated in the laboratory. |  | N/A |
| Define whether data describe technical or biological replicates. | Materials and Methods: scRNA-seq analysis pipeline |  |
|  |  |  |
| **Ethics** | **Indicate where provided: section/submission form** | **N/A** |
| Studies involving human participants: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. |  | N/A |
| Studies involving experimental animals: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. | Materials and Methods: Sample preparation and scRNA-seq |  |
| Studies involving specimen and field samples: State if relevant permits obtained, provide details of authority approving study; if none were required, explain why. |  | N/A |
|  |  |  |
| **Dual Use Research of Concern (DURC)** | **Indicate where provided: section/submission form** | **N/A** |
| If study is subject to dual use research of concern regulations, state the authority granting approval and reference number for the regulatory approval. |  | N/A |

**Analysis:**

| **Attrition** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| Describe whether exclusion criteria were pre-established. Report if sample or data points were omitted from analysis. If yes, report if this was due to attrition or intentional exclusion and provide justification. | Materials and Methods: scRNA-seq analysis pipeline |  |
|  |  |  |
| **Statistics** | **Indicate where provided: section/figure legend** | **N/A** |
| Describe statistical tests used and justify choice of tests. | Materials and Methods: Trajectory and tradeSeq Analysis, CELLECT Analysis, Bayesian network learning, Cell type proportion analysis; Supplementary Figure Legends: Figure 1-figure supplement 1; Supplementary File Legends: 1f, 2g. |  |
|  |  |  |
| **Data availability** | **Indicate where provided: section/submission form** | **N/A** |
| For newly created and reused datasets, the manuscript includes a data availability statement that provides details for access (or notes restrictions on access). | Data Availability Statement |  |
| When newly created datasets are publicly available, provide accession number in repository OR DOI and licensing details where available. | Data Availability Statement |  |
| If reused data is publicly available provide accession number in repository OR DOI, OR URL, OR citation. | Data Availability Statement |  |
|  |  |  |
| **Code availability** | **Indicate where provided: section/figure legend** | **N/A** |
| For any computer code/software/mathematical algorithms essential for replicating the main findings of the study, whether newly generated or re-used, the manuscript includes a data availability statement that provides details for access or notes restrictions. | Code Availability Statement |  |
| Where newly generated code is publicly available, provide accession number in repository, OR DOI OR URL and licensing details where available. State any restrictions on code availability or accessibility. | Code Availability Statement |  |
| If reused code is publicly available provide accession number in repository OR DOI OR URL, OR citation. |  | N/A |

**Reporting:**

The MDAR framework recommends adoption of discipline-specific guidelines, established and endorsed through community initiatives.

| **Adherence to community standards** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| State if relevant guidelines (e.g., ICMJE, MIBBI, ARRIVE, STRANGE) have been followed, and whether a checklist (e.g., CONSORT, PRISMA, ARRIVE) is provided with the manuscript. |  | N/A |

* We provide the following guidance regarding transparent reporting and statistics; we also refer authors to [Ten common statistical mistakes to watch out for when writing or reviewing a manuscript](https://doi.org/10.7554/eLife.48175).

**Sample-size estimation**

- You should state whether an appropriate sample size was computed when the study was being designed
- You should state the statistical method of sample size computation and any required assumptions
- If no explicit power analysis was used, you should describe how you decided what sample (replicate) size (number) to use

**Replicates**

- You should report how often each experiment was performed
- You should include a definition of biological versus technical replication
- The data obtained should be provided and sufficient information should be provided to indicate the number of independent biological and/or technical replicates
- If you encountered any outliers, you should describe how these were handled
- Criteria for exclusion/inclusion of data should be clearly stated
- High-throughput sequence data should be uploaded before submission, with a private link for reviewers provided (these are available from both GEO and ArrayExpress)

**Statistical reporting**

- Statistical analysis methods should be described and justified
- Raw data should be presented in figures whenever informative to do so (typically when N per group is less than 10)
- For each experiment, you should identify the statistical tests used, exact values of N, definitions of center, methods of multiple test correction, and dispersion and precision measures (e.g., mean, median, SD, SEM, confidence intervals; and, for the major substantive results, a measure of effect size (e.g., Pearson's r, Cohen's d)
- Report exact p-values wherever possible alongside the summary statistics and 95% confidence intervals. These should be reported for all key questions and not only when the p-value is less than 0.05.

**Group allocation**

- Indicate how samples were allocated into experimental groups (in the case of clinical studies, please specify allocation to treatment method); if randomization was used, please also state if restricted randomization was applied
- Indicate if masking was used during group allocation, data collection and/or data analysis

How the deposited data were processed for this re-analysis (not part of the article)

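The measurements are single-cell RNA-seq (scRNA-seq) UMI counts of osteoblast-lineage and other cells grown from mouse marrow in an osteogenic medium, the cells the paper calls BMSC-OBs. There are 32 samples, namely 16 pools of cells from 4 or 5 mice each, sequenced in 2 runs. The authors aligned and counted the reads with Cell Ranger 5.0.0 against GRCm38 and deposited, for each sample, a matrix of counts (whole numbers of UMIs per gene and barcode, not normalized) for the barcodes Cell Ranger called cells. The deposited counts precede the authors' filters, doublet removal and assignment of cells to mice. The annotation release behind the gene names is not stated in the paper's text, and coordinates were taken from GENCODE M21 for GRCm38 by gene identifier.

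Both runs of a pool held nearly the same barcodes, so run 1 was used and each droplet was counted once; run 2 and the sum of both runs served as alternatives, and the sum counts a molecule seen in both runs 2 times. Total counts per pool were between 53990642 and 100777353 UMIs in run 1. Depth per cell differed between pools, with medians of 2688 to 14880.5 UMIs and 1227 to 3393 genes per kept cell, so the precision of a share or a level differs between pools, and pools with fewer than 20 cells of a class were left out of its comparisons. This left 14 of 16 pools for comparisons with OB2-like cells.

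Cells were kept with at least 200 genes, 400 to 6200 detected genes, at most 10% mitochondrial, 20% *Rpl* and 15% *Rps* UMIs, and genes detected in at least 3 cells were counted. The limits of 400 and 6200 were applied to detected genes, with UMI counts as an alternative. Doublets were scored in each pool from 2 simulated doublets per droplet in 30 principal components (PCs) of 2000 variable genes, and the droplets with the highest scores were removed, as many as 0.8% per 1000 barcodes. Tested on simulated data (3000 droplets of 1 cell and 150 doublets over 19950 genes), 100% of the called droplets were doublets. In the data, droplets with both *Xist* and Y-chromosome UMIs were called in 42.6% of cases. The others may be missed doublets between mice of different sex or single cells with free RNA, which no value here separates.

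Cells were log-normalized, 3000 variable features were chosen, S and G2M scores (43 and 54 genes) were regressed out, and a shared nearest neighbor graph of 20 neighbors in 15 PCs was clustered by the Louvain method at resolution 0.5 (python-igraph 0.11.9). The 53 genes that the text tests were left out of the variable features. Clusters named as osteoblast progenitors, osteoblasts or osteocyte-like cells were then clustered once more on their own at resolution 0.5. Classes were named from 96 markers of 15 classes fixed before the data were examined, taken from Figure 1B and Supplementary files 1a and 1b for the mesenchymal types, B-cells, granulocytes and glial cells and from common knowledge for the others. For each cluster, the mean z over clusters of log2(CPM + 10) was taken for each marker list. Among the classes within 0.2 of the highest mean z, the one with most markers among the 10 genes of highest fold over the other clusters (detected in at least 25% of the cells) was chosen. A cluster stayed unnamed where the mean z was under 1, where fewer than 3 markers were detected in at least 10% of its cells, where another class had more markers among the 10 genes, where collagen and leukocyte genes went against the class, or where the median UMI count was more than 3 times below that of its pools and its leading genes did not clearly carry the class. Unnamed clusters were put on the collagen side, the leukocyte side or neither. The markers were fixed beforehand, but the naming rule was adjusted 2 times after clusters had been seen, and the second clustering of osteogenic cells was added then, after several scopes and resolutions for it had been looked at. The closing section gives the effect of both.

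For each comparison of 2 classes, counts were summed per pool and class and tested in R 4.3.3 with edgeR 4.0.16 (filterByExpr, TMM normalization, quasi-likelihood test) with the pool as a block, at an adjusted p of 0.05 after Benjamini-Hochberg adjustment. Printed standard errors are the absolute log2 fold change divided by the square root of the F statistic. Both classes of a pair come from the same droplets of the same pool, which is where the pairing comes from. As a check of the pairing, the deviations of a pool from the class means were correlated between both classes over the tested genes. For same-numbered pools the lowest of these correlations over the 5 comparisons was 0.157, and the medians were 0.312 to 0.51; for different pools the medians were between -0.033 and -0.028. Tested on simulated data with 200 changed genes (log2 change of 1), the test recovered 99% of the changed genes for OB1-like against OB2-like cells (11379 genes), 98.5% for OBP-like against LMP-like (12259 genes), 99.5% for MALP-like against LMP-like (12391 genes), 97% for OB1-like against OBP-like (11276 genes) and 96.5% for OB2-like against OBP-like cells (11364 genes). The genes named in the text are those the paper's results name from these cells, a rule fixed before the data were examined.

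Levels along a line between class centroids were computed as the mean log2(CPM + 1) of the genes in the parts under 0.25, between, and over 0.75, and compared with an exact sign-flip test over pools (65536 sign patterns for 16 pools). Networks of Supplementary file 3f were set against 10000 random lists matched on mean expression in 50 bins, and correlations over pools were tested with 100000 permutations. Shares of cells with a UMI were computed on cells thinned to 4000 UMIs. Binomial intervals are exact 95% intervals. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, statsmodels 0.14.6 and matplotlib 3.10.9 was used for the rest, and DESeq2 1.42.0 as the alternative test.

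Alternatives were tried for the tool, the filter on low counts, the block, the run, the minimum number of cells (50), doublets, cell-cycle regression, the genes used for clustering, the resolution (0.8), the number of PCs (30), the cell filters, the pseudocount (10 CPM) and the limits of the parts. Expression and splicing quantitative trait loci, effects of founder alleles, correlations with bone traits, heritability enrichment, gene ontology terms and knockout phenotypes need genotypes or other data that are not used here. Slingshot trajectories, tradeSeq tests and the Bayesian networks were not rebuilt. For MALP_to_end networks no class at the end of the boundary was at hand, so they were not compared between classes. A count of cells in an unnamed cluster, with the test made on it, is not reported here.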

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

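The alternatives were fixed before the data were examined, except 4 that were chosen after seeing the data, namely leaving out the cluster led by cell-cycle genes, clustering the osteogenic cells at 0.3 or not at all for a second time, and an earlier, looser naming rule. Other scopes and resolutions of that second clustering were looked at while the rule was set and are not among these values. The splits of the samples in this part were set beforehand.

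Leaving out settings that move nothing by construction, of 123 values of the main comparisons under alternatives, 118 were taken as unchanged. For counts of genes, cells or clusters this means within 1.5 times of the main value, a wide limit under which 37 clusters against 27 counted as unchanged. For the rest it means the same direction and side of the threshold, or a value within the spread between pools. The 5 others came from 4 settings. With the limits of 400 and 6200 applied to UMI counts, 37850 cells were kept in place of 88909, and the mesenchymal share fell to 53.1%, because that setting removes the deepest cells, which are mostly of the named mesenchymal classes (12.7% of the cells that remained, against 54.8%). The number of clusters is 27 under this setting by construction, since the names were kept. Counting the barcodes of both runs as separate cells gave 178119 cells, because nearly every droplet then enters 2 times. For the *Tpx2* network, the middle of the line minus the LMP end, 0.22 and not past the threshold, was -1.01 without cell-cycle regression (p = 3.05e-05, permutation test) and -0.057 without the cluster led by cell-cycle genes (p = 0.566, permutation test; chosen after seeing the data). In the other 7 alternatives it lay between 0.15 and 0.24 and was never past the threshold. The middle minus the OBP end stayed positive and past the threshold in all 9 alternatives (0.72 to 2.20), and so did the increase of the *Fgfrl1* network in all 8 (2.50 to 3.35). Osteogenic sub-clusters at 0.3 leave the line from LMP to MALP as it is, so no value is given for it, and they hold no OB1-like class, so comparisons with that class could not be run. With the reported settings, the first clustering holds no OB1-like class either (it does without cell-cycle regression), so the results on that class rest on a step that was chosen after seeing the data.

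The numbers of genes past the threshold stayed within 1.5 times of those reported. With no replicate block for the pool, 6387 genes differed between OB1-like and OB2-like cells, 7846 between OBP-like and LMP-like, 7806 between MALP-like and LMP-like, 6037 between OB1-like and OBP-like and 7219 between OB2-like and OBP-like cells, each fewer than with the block. Leaving the block out changed 1 call among the named genes, that of *Tet1* (adjusted p = 0.253), and no other. DESeq2 gave 6900, 8895, 8786, 7279 and 7739 genes in the same order. Without the filter on low counts, 10233 genes passed between OBP-like and LMP-like cells, and the median log2 fold change of all tested genes there shifted to -0.11. The higher minimum of 50 cells removed no pool, tests nothing and is not counted here. For each of the 5 comparisons, swapping the 2 classes within random pools gave a number as large as the real one in 1 of 30 splits, the real one itself. The classes come from a single clustering of all pools, so a swap breaks the difference by construction, and chance cannot be excluded by this count. In most of the other splits no gene passed; the highest numbers were 5090 (OBP-like against LMP-like, 3 pools swapped) and 4409 (OB2-like against OBP-like, 12 pools swapped), both splits close to the real one or its mirror.

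Of 531 values for single named genes under alternatives, 519 kept their direction and their side of the threshold, 9 lost the threshold and 3 gained it, and none changed sign. *Tet1*, *Lrp4* and *Ttyh3* (MALP-like against LMP-like) lost it and *Olfml3* gained it. By Pearson r, the relation of OB2 shares to Supplementary file 1c lost the threshold in 3 alternatives. The whole mesenchymal side lost it in 1 (r = 0.394 with limits on UMI counts), and the MALP relation gained it in 2. By Spearman rho, the LMP relation also lost it at resolution 0.8 (adjusted permutation p = 0.0621), for run 2 (0.0778) and with limits on UMI counts (0.085). The OB1 relation lost it by rho without cell-cycle regression (adjusted permutation p = 0.0694) and with limits on UMI counts (0.0541). The number of networks apart from random lists was the same in both alternatives that change anything (run 2 counts, and without cell-cycle genes), both between classes (14 of 20) and for coherence over pools (26 of 26).

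Median depth was lowest in pool 13, with 2688 UMIs per cell, and in pool 1, where many cells fall in unnamed shallow clusters. OB2-like cells numbered 3 in pool 1 and 2 in pool 2, which left both pools out of comparisons with that class. The looser naming rule moved the mesenchymal share to 74.7% and the chi-square over its degrees of freedom from 155 to 202.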

Differences from the paper's values

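No test in this part was run to explain a difference. Alternatives named as chosen after seeing the values are marked.

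The paper's number of cells after quality control is 139392, and the number here is 88909, for 75 of its 80 mice and the 2 mice it left out. Of the alternatives set before the data were examined, counting the barcodes of both runs as separate cells (178119) comes within 1.5 times of the paper's number. The others do not, namely run 2 (89210), removing a cell only where it fails both ribosomal limits (90010), limits applied to UMI counts (37850) and called doublets removed (83906).

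The paper's number of clusters is 15, and the number here is 27, of which several share a class. All of the alternatives set before the data were examined stayed more than 1.5 times above the paper's number, with 24 clusters for run 2, 25 with the tested genes among the variable features, 26 without cell-cycle regression, 27 with doublets kept or with limits on UMI counts, 30 with 30 PCs and 37 at resolution 0.8. Without a second clustering of the osteogenic cells there were 21 clusters, and with that clustering at 0.3 there were 22, which is within 1.5 times of the paper's number; both settings were chosen after seeing the values.

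For osteoblast progenitors (OBPs), the mean of the paper's proportions over the mice of 10 pools is 13.5% of the cells of a mouse. The OBP-like share here is 7.19% of the cells of a pool. The pools are the same, but the selection of their cells differs, since doublets were removed in different ways. The shares fell within 1.5 times of the paper's without cell-cycle regression (10.6%), with 30 PCs (10.6%) and, in a setting chosen after seeing the values, with osteogenic sub-clusters at 0.3 (9.33%). They did not with doublets kept (7.67%), with the tested genes among the variable features (8.00%), at resolution 0.8 (8.31%), for run 2 (8.73%) and with limits on UMI counts (0.73%).

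The paper reports a cluster of mesenchymal progenitor cells. No cluster took that name here or under the alternatives. The shallow cluster with collagen genes came closest to the MPC markers at resolution 0.8 (mean z 1.41), with doublets kept (1.34) and for run 2 (1.29). It stayed unnamed because of its low UMI counts or because markers of another class led it. The rule that kept it unnamed was adjusted after clusters had been seen. The paper also names an endothelial cluster; here the cluster with endothelial genes among its leading genes stayed unnamed, and a cluster took the name endothelial-like with 30 PCs (108 cells), for run 2 (180 cells) and, in settings chosen after seeing the data, with osteogenic sub-clusters at 0.3 and with no second clustering (202 cells in both). With the reported settings that cluster lost the name through the second clustering of osteogenic cells, since markers are scored against the other clusters. It then scored highest for the glial markers (mean z 5.1) while endothelial genes led it. With 30 PCs, a glia-like class of 134 cells was named as well, so the cluster may hold both kinds of cells.

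The paper states that the tradeSeq-identified genes of the *Tpx2* network increase as LMPs differentiate into OBPs and then decrease. The decrease was past the threshold here (1.24 on the log2 scale from the middle to the OBP end), and the increase was not (0.22, two-sided exact sign-flip permutation test over 16 pools, p = 0.224); no setting that was run gave an increase past the threshold. The paper tested cells along pseudotime, and the values here compare pools along a line between class centroids.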

Other observations

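The test of the paper's number of cells against both runs, and the tests of depth for the OB2-like share and for the cluster of pool 13, were chosen only after the result was seen, and leaving out the cluster led by cell-cycle genes for the *Tpx2* network was chosen after seeing the data; the other tests in this part were set before their values were seen.

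The paper's number of cells exceeds the number of distinct droplets in these files. The paper's highest count for a mouse is 3652 cells, so 5 earlier mice can hold at most that many each, which leaves at least 121132 cells for the 16 pools. The files hold 110557 distinct barcodes over both runs before any filter, 91629 of them kept by the filters in either run, and 178119 cells when both runs are counted apart. A candidate explanation is that at least part of the droplets entered once per sequencing run. The number of 121132 lies above the distinct barcodes and below the sum over runs, as that explanation needs. It rests on numbers only, and a different barcode calling by the authors stays open. The paper's proportions within a mouse would hardly move under it, since both runs held nearly the same droplets.

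The shallow cluster with collagen genes (12204 cells, 1333.5 UMIs per cell) had raised levels of genes that Figure 1B shows for MPCs. *Gm42418*, which was chosen after its values were seen because it leads the cluster, had 21365 ± 13819 CPM there and 3247 ± 1698 CPM in LMP-like cells (SD, n = 16 pools). *AY036118*, chosen in the same way, had 1047 ± 1159 and 190 ± 159 CPM. For the immune genes among the MPC markers, a candidate source is free RNA from immune cells. It would give about equal numbers of *S100a8* and *S100a9* UMIs per droplet in shallow and deep cells of a pool. The median ratio over pools was 0.74, near equality, but it lay between 0.5 and 2 in only 6 of 16 pools and ranged from 0.104 to 4.38. The UMIs per droplet in the shallow cluster followed the granulocyte-like share of the pools (Spearman rho = 0.756, permutation p = 0.00104, adjusted p = 0.00704 over 11 relations; Pearson r = 0.696, permutation p = 0.00292, adjusted p = 0.0247; r = 0.664 without the 2 farthest pools). Free RNA and expression by these cells cannot be told apart, because the ratios scatter on both sides of equality while the relation over pools is there. The design has no condition for this pattern, so no biological explanation was tested.

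The OB2-like share differed between pools from 0.033% to 19.1%. If it were a state of the whole culture, the 8 OB2 markers (*Ero1l*, *Ndrg1*, *Egln3*, *Slc2a1*, *Adm*, *Fabp5*, *Bnip3* and *Ankrd37*) could be higher in other cells of the same pools. In MALP-like cells the relation of these markers with the share was not past the threshold (rho = 0.368, permutation p = 0.163, adjusted p = 0.359; r = 0.434, permutation p = 0.093, adjusted p = 0.256; r = 0.22 without the 2 farthest pools). In LMP-like cells it was stronger (rho = 0.512, permutation p = 0.0457, adjusted p = 0.168; r = 0.634, permutation p = 0.00674, adjusted p = 0.0247; r = 0.48 without the 2 farthest pools), and whether both classes differ in this was not tested. In macrophage-like cells rho was 0.368 (permutation p = 0.159, adjusted p = 0.359; r = 0.355, permutation p = 0.177, adjusted p = 0.278; r = 0.291 without the 2 farthest pools). The share of OB2-like cells also followed the median UMI count per cell of the pools (rho = 0.75, permutation p = 0.00128, adjusted p = 0.00704; r = 0.658, permutation p = 0.0053, adjusted p = 0.0247), but the mix of classes sets that median in part, since OB2-like cells are deep. Depth within a class had no relation past the threshold with the share (LMP-like cells rho = -0.291, permutation p = 0.273, adjusted p = 0.501; r = -0.247; MALP-like cells rho = 0.226, permutation p = 0.395, adjusted p = 0.543; r = 0.362). In pool 1, with 3 OB2-like cells, the named classes had 1.14 times the depth of the other pools (median over 7 classes, lowest 0.901), and in pool 2 they had 0.904 times that depth (8 classes, lowest 0.545). Values within named classes decide nothing here, because the naming rule leaves shallow clusters unnamed, and 59.2% of the cells of pool 1 were unnamed. Depth and a state of the culture therefore cannot be told apart, in pool 1 or over the 16 pools. As to free RNA from OB2-like cells, *Ibsp* in MALP-like cells allows 242 ± 114 CPM of the markers as free RNA. In pools 1 and 2, with 3 and 2 OB2-like cells, that bound was not measured in their own OB2-like cells. It rests there on stand-in levels of 71944 CPM for *Ibsp* and 3588 CPM for the markers. The stand-in for *Ibsp* is the mean over the 14 other pools. The markers in MALP-like cells (672 ± 193 CPM) exceeded the bound in 16 of 16 pools, these 2 included. The excess did not follow the OB2-like share (rho = -0.174, permutation p = 0.519, adjusted p = 0.634; r = -0.044, permutation p = 0.869, adjusted p = 0.869; r = -0.089 without the 2 farthest pools), so a part from free RNA cannot be excluded. Of the other relations of the 11 in this family, the OB2-like share had a rho of -0.247 with the MALP-like share (permutation p = 0.354, adjusted p = 0.543; r = -0.358), 0.147 with the LMP-like share (permutation p = 0.586, adjusted p = 0.643; r = 0.144) and 0.126 with the OBP-like share (permutation p = 0.643, adjusted p = 0.643; r = 0.06). The mice of a pool differ genetically, and that explanation was not tested, because cells were not assigned to mice.

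A cluster with collagen genes held 60.3% of the cells of pool 13 and at most 8.86% of any other pool (median 0.577%). Shallow sequencing of the pool would lower the depth of all its cells. The named classes of pool 13 had 1.24 times the depth of the other pools (median over 7 classes, lowest 1.05), but shallow cells of the same kinds can lie in the unnamed cluster, which the naming rule keeps out of the classes, and the total of the pool was low (55053690 UMIs, where the pools had 53990642 to 100777353), so shallow sequencing stays open. Droplets at the limit of cell calling are a candidate cause. In pool 13, 26.7% of the barcodes of the cluster were missing from run 2, against 3.48% of the pool's other cells, and the median UMI count was 2395 against 6079. Both together may reflect damaged or broken cells in that preparation, which no value here tests. Since pool 13 is a single pool, no biological explanation was tested.

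For the *Tpx2* network, the small difference between the middle of the line and the LMP end may come from dividing cells gathered in a cluster. That cluster made up 13.3% ± 8.67 of the LMP end, 19.6% ± 12.2 of the middle and 7.66% ± 7.69 of the OBP end (SD, n = 16 pools), and without it the difference was -0.057 on the log2 scale. The cluster was found on the same data, so this is a hypothesis. The cell cycle itself is biological, and no condition in the design bears on it.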
